# Liver Transcriptome Analysis of the Large Yellow Croaker (*Larimichthys crocea*) during Fasting by Using RNA-Seq

**DOI:** 10.1371/journal.pone.0150240

**Published:** 2016-03-11

**Authors:** Baoying Qian, Liangyi Xue, Hongli Huang

## Abstract

The large yellow croaker (*Larimichthys crocea*) is an economically important fish species in Chinese mariculture industry. To understand the molecular basis underlying the response to fasting, Illumina HiSeq^TM^ 2000 was used to analyze the liver transcriptome of fasting large yellow croakers. A total of 54,933,550 clean reads were obtained and assembled into 110,364 contigs. Annotation to the NCBI database identified a total of 38,728 unigenes, of which 19,654 were classified into Gene Ontology and 22,683 were found in Kyoto Encyclopedia of Genes and Genomes (KEGG). Comparative analysis of the expression profiles between fasting fish and normal-feeding fish identified a total of 7,623 differentially expressed genes (*P* < 0.05), including 2,500 upregulated genes and 5,123 downregulated genes. Dramatic differences were observed in the genes involved in metabolic pathways such as fat digestion and absorption, citrate cycle, and glycolysis/gluconeogenesis, and the similar results were also found in the transcriptome of skeletal muscle. Further qPCR analysis confirmed that the genes encoding the factors involved in those pathways significantly changed in terms of expression levels. The results of the present study provide insights into the molecular mechanisms underlying the metabolic response of the large yellow croaker to fasting as well as identified areas that require further investigation.

## Introduction

Several single net-cage-farmed marine fish, including the large yellow croaker (*Larimichthys crocea*), undergo alternating periods of fasting and feeding during their life cycle, which is mainly due to the temperature changes in the aquatic environment [1]. In the winter, this fish species would undergo fasting for almost three months. The fasting condition is strongly associated with changes in lipid metabolism and storage, as well as mobilization of body energy reserves [2], particularly those involving the liver, which is an indicator organ of the nutritional and physiological status of an organism [3]. The liver is also the first organ that is affected when fish are subjected to food deprivation [4]. Several changes occur during fasting and re-feeding of teleosts [5–7], which include enzymatic activities, hormone levels, and protein synthesis or protein turnover [8–11].

In recent years, the development of the transcriptome sequencing technology and progress in bioinformatics, particularly in the development of *de novo* assembly tools, have provided an unprecedented increase in transcriptome data on gene expression, biological pathways, and molecular mechanisms [12–17]. Transcriptome assembly and annotation has been conducted in various fish species such as the rainbow trout (*Salmo gairdneri*) [18], zebrafish (*Danio rerio*) [19], sea bass (*Lateolabrax japonicas*) [20], steelhead (*Oncorhynchus mykiss*) [21], and sea bream (*Sparus aurata*) [22]. Using a large yellow croaker spleen, Mu *et al*. detected changes in immune system-relevant genes, as well as in several signaling pathways involved in immunity during infection of *Aeromonas hydrophila* [23] and the induction of polyriboinosinic:polyribocytidylic acid [24]. Xiao *et al*. studied the comprehensive transcriptome from multi-tissue mixture of the large yellow croaker [25]. Studies on the transcriptome of the large yellow croaker have been previously conducted, but these mainly focused on immunity. There are currently no reports on the use of *de novo* RNA-seq technology to analyze changes in the transcriptome profile of this fish during fasting.

The large yellow croaker is an economically important marine fish in China, and its annual output is the largest among any other single net-cage-farmed marine species [23, 24]. This fish species naturally undergoes fasting in the summer and winter of each year as a response to the respective high or low temperature of seawater. Therefore, this fish utilizes liver fat and hepatic glycogen to generate energy during fasting seasons, and consequently stores liver glycogen and synthesizes liver fat when re-feeding. In the present study, the large yellow croaker was used as a model to investigate the molecular response underlying the fasting condition. To further understand the molecular basis of this particular metabolic reaction and to explore the key genes and pathways of fat metabolism and the glycometabolism in the large yellow croaker, the Illumina HiSeq^TM^ 2000 sequencing technology was used to conduct a transcriptome profiling analysis of this fish. A transcriptome database containing 38,728 identified unigenes were obtained, and the unigenes that were found to be involved in the fat metabolism, glycometabolism, and protein metabolism pathways were further analyzed. A comparative gene transcription analysis of livers from fasting fish and normal-feeding fish was performed using the RNA-seq technology to investigate its differential transcriptomic profile. Furthermore, real-time PCR was used to analyze the changes in expression of metabolically relevant genes encoding for key enzymes involved in fasting and re-feeding.

## Results

### RNA-seq of liver transcriptome

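Liver mRNA from large yellow croakers kept without food for 21 d and from normally fed fish was sequenced as paired-end reads, with 6 fish and 1 library per condition. The reads were assembled without a genome, and the authors' deposited tables hold 57216 unigenes merged from 4 liver libraries, with lengths from 200 to 16108 bp and a median of 402 bp. The other 2 libraries, from fish under cold or thermal stress for 12 h, are not part of the paper. For each unigene the authors deposited the number of fragments in each library, which is not normalized, and its FPKM value, in which that number is divided by the unigene's length and by the library's total number of fragments. The aligner and the counting program are not named in the paper's text. The paper's clean reads, beside reads in fragments counted on unigenes (2 per fragment), are 54933550 against 39059972 for fasting and 52848276 against 34988086 for normal feeding. The values given beside the paper's results use the counted fragments. Fragments were found in both libraries for 51737 unigenes, in the fasting library alone for 2247 and in the normal feeding library alone for 2110. A count of 0 allows up to 3 fragments, which is 0.154 CPM in the fasting library and 0.171 CPM in the normal feeding library. Of the reads placed on unigenes, 51.0% in the fasting library and 60.05% in the normal feeding library fitted more than 1 place. Unigenes of similar sequence can therefore share placed reads, and the paper's text does not state how the fragment counts treat them. The 10 most abundant unigenes held 22.1% of the fragments of the fasting library and 26.1% of those of the normal feeding library. Each unigene was compared between the libraries with an exact two-sided binomial test on its fragments, given the library totals, and log2 ratios are those of fasting over normal feeding FPKM. With 1 library per condition, the spread between libraries or fish cannot be measured. The test therefore covers counting error only and compares the 2 libraries, not the conditions. Limits of 0 counts cover counting error only as well. Intervals of shares of unigenes treat unigenes as independent draws, which they are not, and cover no spread between libraries or fish.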

To better understand the molecular changes in the metabolic response of the fasting large yellow croaker, two Solexa cDNA libraries were constructed from the livers of fasting and normal feeding large yellow croaker. After conducting replicate experiments and ensuring quality control, Illumina HiSeq^TM^ 2000 was used in sequencing the cDNA libraries. High-throughput paired-end sequencing yielded 60,090,728 and 57,121,620 total raw reads from the livers of fasting fish and normal feeding fish, respectively. Then, 54,933,550 and 52,848,276 clean reads were obtained after filtering the raw reads. The clean reads were assembled into 110,364 and 109,023 contigs, respectively, using the short oligonucleotide analysis package (SOAP) *de novo* software (**Fig 1**), respectively. Ultimately, 60,998 unigenes were annotated from 110,364 contigs, and 59,671 unigenes were annotated from 109,023 contigs.

**Fig 1:**
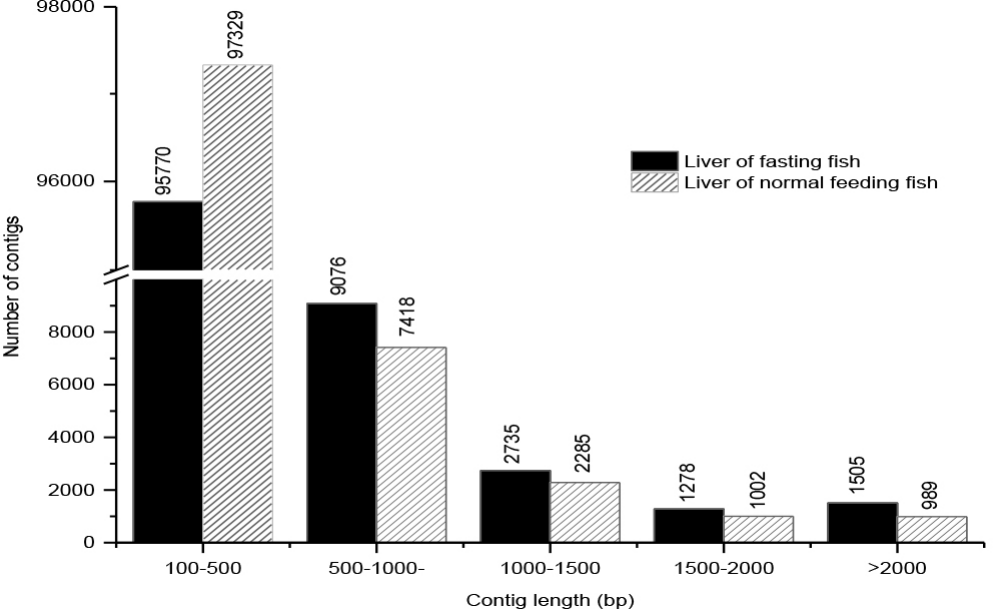
Length statistics of contigs obtained from the two livers of large yellow croaker transcriptome libraries. The length distribution of the transcriptome libraries is shown. Sequences with lengths of 100–500 bp were the most abundant in the two transcriptome libraries, encompassing 86.78% and 89.27% of the contigs in the transcriptome library of fasting fish and normal feeding fish, respectively.

### Analysis of liver differential expression profiles between fasting and normal-feeding large yellow croakers

To identify the differentially expressed genes, the liver transcriptome data of the large yellow croakers at 21 days after fasting and normal feeding were analyzed by using fragments per kb per million fragments (FPKM) [26]. The criteria of a two-fold or greater change in expression and *P* < 0.05 were selected to identify the significantly upregulated or downregulated genes during fasting. 

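Of the 56094 unigenes with a fragment in either library, 17383 had an FPKM ratio of at least 2-fold and an unadjusted p of the exact binomial test under 0.05. Among these differentially expressed unigenes, 7186 were higher and 10197 were lower in the fasting library, so that 58.7% were lower (95% Wilson interval 57.9 to 59.4%). The alternative that moved the count most was edgeR's exact test with the dispersion estimated from the normal feeding, cold stress and thermal stress libraries taken as one group, which gave 1356 unigenes. With TMM normalization in place of library totals, the log2 ratio of every unigene rose by 0.12 and 52.9% of the differentially expressed unigenes were lower. With DESeq2's median-of-ratios size factors it rose by 0.16 and the share of lower unigenes fell to 49.3%. That share lies on the other side of an even split, but its 95% Wilson interval, 48.6 to 50.1%, includes 50%.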

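Among 5094 differentially expressed unigenes with an annotation and at least 10 fragments in each library, the 5 largest rises and the 5 largest falls were taken as examples. The largest rise was in Unigene16930, with the best hit zona pellucida protein Ba, from 57 fragments in the normal feeding library to 21779 in the fasting library (log2 ratio 8.42). A pair of unigenes with the best hit chorion protein followed, Unigene17972 with a log2 ratio of 7.49 and Unigene1132 with 6.91. CL270.Contig7, with the best hit otolith matrix macromolecule, rose by 6.69 on the log2 scale from 16 fragments, and at least 90.5% of the reads placed on it fitted more than 1 place. CL2855.Contig2, an adenosylhomocysteinase B-like unigene, rose by 5.51, and by 3.37 when the fragments of all contigs of its cluster were summed. The largest fall was in Unigene27260, with the best hit apolipoprotein A-IV, from 9204 to 56 fragments (log2 ratio -7.52). The 5 unigenes with the KEGG orthology number of apolipoprotein A-IV fell together from 79319 to 38231 (log2 ratio -1.21), with 1 of them called higher. Unigenes of sterol synthesis were also among the falls, with log2 ratios of -7.17 for CL1093.Contig3 (lanosterol synthase) and -6.92 for Unigene14762 (14-alpha demethylase). CL1777.Contig1, with the best hit drtp1, fell from 88198 to 702 fragments (log2 ratio -7.13), and Unigene29110, calumenin-A-like, had a log2 ratio of -6.74.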

Using this criteria, a total of 7,623 differentially expressed genes were detected, including 2,500 upregulated genes and 5,123 downregulated genes (S1 Table).

To generate an overview of the functions of the differentially expressed genes identified by FPKM, Gene Ontology (GO) analysis of these genes was performed using GO-TermFinder. According to the GO terms, 8,487 genes were classified into three major functional categories, including 2937 genes in biological process, 2699 genes in cellular component, and 2851 genes in molecular function. 

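GO terms were taken from the authors' deposited annotation. Of the differentially expressed unigenes, 5031 had a term in biological process, 4624 in cellular component and 4945 in molecular function. The 3 categories sum to 14600, since a unigene with terms in several categories is counted in each, and 5953 different unigenes had at least 1 term.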

The terms from the function ontology with a *P* ≥ 1 in each category were distributed across more than 100 subcategories. The differentially expressed genes in the biological processes were determined to be mainly related to protein metabolism, fat metabolism, glycometabolism, and nucleic acid metabolism. The main subcategory of the cellular component was the cytoplasmic part, and in the category of molecular function, the most significant subcategory was oxidoreductase activity.

To identify the biological pathways that were active in the large yellow croaker at 21-d fasting fish, 7,623 differentially expressed genes were mapped to canonical signaling pathways that were found in the Kyoto Encyclopedia of Genes and Genomes (KEGG). 

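A KEGG orthology number, which stands for 1 gene function, was assigned by the authors to 7027 of the differentially expressed unigenes. Pathways were taken from the authors' deposited tables, where these name them for a unigene or for another unigene with the same number, and 4364 differentially expressed unigenes had at least 1 pathway. No pathway was found in this way for 10249 of all unigenes with a KEGG orthology number, which are left out of the counts by pathway. The number is in none of those tables for 3633 of them, and the tables give no pathway for the other 6616.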

Ultimately, a total of 3,859 genes were mapped to 67 statistically significant categories (*P* < 0.05). The top 33 pathways are summarized in Table 1. Among these pathways, protein processing in the endoplasmic reticulum was represented by 44 downregulated genes. 

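All 40 pathways of Table 1 held a larger share of differentially expressed unigenes than the background. The background was the 11969 unigenes with a pathway and enough fragments to be called, 36.5% of them differentially expressed. The paper selected these pathways for enrichment among its differentially expressed genes from the same 2 libraries, and all 7623 of those were called here. A larger share was therefore nearly fixed in advance, and these counts and the percentiles below are no independent support. The ratio of the shares ran from 1.10 in amino sugar and nucleotide sugar metabolism (50 of 125 unigenes) to 2.40 in biotin metabolism (7 of 8). In synthesis and degradation of ketone bodies, 13 of 17 unigenes were differentially expressed, and in the proteasome pathway 34 of 50. Because abundant unigenes are called more easily, each pathway was placed among 10000 random lists of the same size and matched mean expression. The number of differentially expressed unigenes was at or above the 95th percentile of these lists in 26 of the 40 pathways, and at percentile 45.6 in complement and coagulation cascades (140 of 320 unigenes). These percentiles describe the 2 libraries and are not p-values, since unigenes are not replicates. The number of pathways at or above the 95th percentile fell to 15 with the dispersion borrowed from 3 libraries.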

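Of the 204 differentially expressed unigenes in this pathway, 169 were lower and 35 were higher in the fasting library (82.8% lower, 95% Wilson interval 77.1 to 87.4%). By KEGG orthology number, 78 numbers had lower unigenes only, 8 had higher unigenes only and 13 had both. The median log2 ratio of the pathway's 451 unigenes with more than 3 fragments in either library was -0.57, with ratios against 3 or fewer fragments set to their limit. It was lower than the median of each of 10000 random lists matched on size and mean expression, which had a typical median of -0.10.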

Six upregulated genes and 7 downregulated genes were involved in pyruvate metabolism. 

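In pyruvate metabolism 65 unigenes were differentially expressed, 36 higher and 29 lower in the fasting library (44.6% lower, 95% Wilson interval 33.2 to 56.7%). They belong to 8 KEGG orthology numbers with higher unigenes only, 9 with lower unigenes only and 4 with both. With the fragments of each contig cluster summed, the share of lower unigenes rose to 53.5%, and with the fragments of each KEGG orthology number summed to 53.8%. It fell to 37.7% with TMM normalization and to 33.9% with median-of-ratios size factors, which raise every log2 ratio. The pathway's median log2 ratio over 111 unigenes was 0.15.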

Several genes were also determined to be involved in major metabolic-related pathways such as fat digestion and absorption pathway, protein export pathway, citrate cycle (TCA cycle), and glycolysis/gluconeogenesis pathway.

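The fat digestion and absorption pathway held 61 differentially expressed unigenes, 33 higher and 28 lower (45.9% lower, 95% Wilson interval 34.0 to 58.3%). With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, its share of lower unigenes was 51.4%. In protein export all 20 differentially expressed unigenes were lower, for which the interval reaches down to 83.9%. The citrate cycle had 12 higher and 26 lower unigenes (68.4% lower, interval 52.5 to 80.9%), and glycolysis/gluconeogenesis 19 higher and 37 lower (66.1% lower, interval 53.0 to 77.1%). The median log2 ratio was -1.46 in protein export, below that of each matched random list. It was -0.55 in the citrate cycle, at percentile 0.79 of its random lists. In glycolysis/gluconeogenesis the median was -0.30, at percentile 12.0, and in fat digestion and absorption 0.17, at percentile 97.0.

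**Figure D1:**
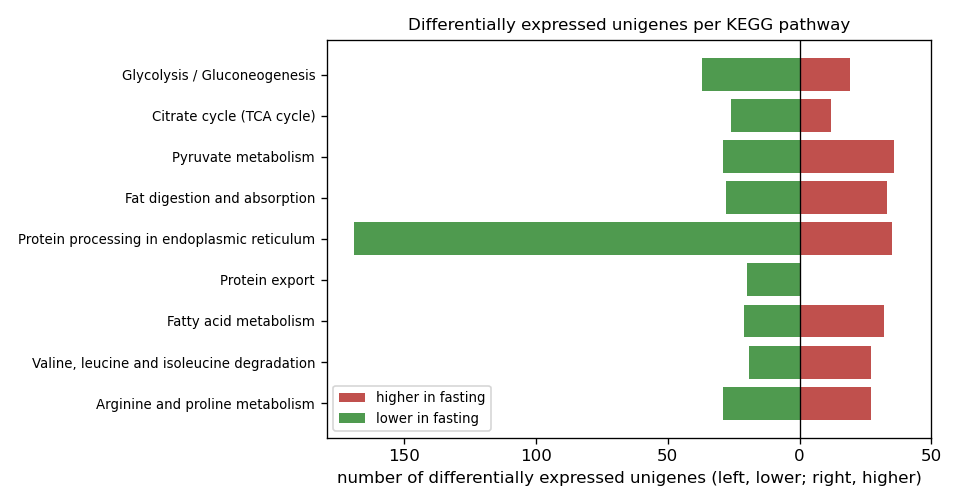
Number of differentially expressed unigenes in 9 KEGG pathways, higher in the fasting library to the right of 0 and lower to the left. Protein processing in the endoplasmic reticulum has the longest bar, with 169 lower unigenes, and protein export has no higher unigene; the sides of arginine and proline metabolism, with 27 higher and 29 lower, change order with TMM normalization.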

**Table 1:** Statistically significant KEGG classifications of large yellow croaker genes.

Pathway	Gene No.(%*)	P value	Pathway ID
Metabolic pathways	716 (17.68%)	9.00367e-31	ko01100
Complement and coagulation cascades	119 (2.94%)	5.214812e-13	ko04610
Protein processing in endoplasmic reticulum	157 (3.88%)	1.618794e-12	ko04141
Ribosome	87 (2.15%)	3.504371e-12	ko03010
Pyruvate metabolism	49 (1.21%)	1.561337e-09	ko00620
Arachidonic acid metabolism	49 (1.21%)	2.196846e-09	ko00590
Linoleic acid metabolism	40 (0.99%)	4.655279e-09	ko00591
Fat digestion and absorption	51 (1.26%)	5.5317e-09	ko04975
Proteasome	32 (0.79%)	1.89458e-08	ko03050
Protein export	20 (0.49%)	2.545384e-08	ko03060
Terpenoid backbone biosynthesis	22 (0.54%)	7.123303e-08	ko00900
Propanoate metabolism	39 (0.96%)	5.035928e-07	ko00640
Steroid biosynthesis	23 (0.57%)	1.735558e-06	ko00100
Vitamin digestion and absorption	32 (0.79%)	5.084006e-06	ko04977
Synthesis and degradation of ketone bodies	12 (0.3%)	6.549285e-06	ko00072
Pentose and glucuronate interconversions	30 (0.74%)	1.030834e-05	ko00040
Glycine, serine and threonine metabolism	44 (1.09%)	1.316588e-05	ko00260
Steroid hormone biosynthesis	30 (0.74%)	1.390942e-05	ko00140
Tryptophan metabolism	38 (0.94%)	1.587954e-05	ko00380
Fatty acid metabolism	40 (0.99%)	1.633000e-05	ko00071
Valine, leucine and isoleucine degradation	39 (0.96%)	2.03564e-05	ko00280
PPAR signaling pathway	69 (1.7%)	2.405392e-05	ko03320
Glyoxylate and dicarboxylate metabolism	38 (0.94%)	2.538004e-05	ko00630
Glycolysis / Gluconeogenesis	42 (1.04%)	3.846812e-05	ko00010
Citrate cycle (TCA cycle)	32 (0.79%)	4.636611e-05	ko00020
Glutathione metabolism	29 (0.72%)	8.95027e-05	ko00480
Cysteine and methionine metabolism	32 (0.79%)	9.57516e-05	ko00270
Oxidative phosphorylation	65 (1.61%)	0.0001093573	ko00190
Arginine and proline metabolism	40 (0.99%)	0.0001315773	ko00330
Starch and sucrose metabolism	38 (0.94%)	0.0005948898	ko00500
N-Glycan biosynthesis	31 (0.77%)	0.0006564914	ko00510
Aminoacyl-tRNA biosynthesis	28 (0.69%)	0.0007056859	ko00970
Glycerolipid metabolism	42 (1.04%)	0.001604464	ko00561
Pentose phosphate pathway	20 (0.49%)	0.001797754	ko00030
One carbon pool by folate	18 (0.44%)	0.003600427	ko00670
Biotin metabolism	5 (0.12%)	0.006267265	ko00780
Amino sugar and nucleotide sugar metabolism	37 (0.91%)	0.009235502	ko00520
Ubiquinone and other terpenoid-quinone biosynthesis	8 (0.2%)	0.01192872	ko00130
Nicotinate and nicotinamide metabolism	27 (0.67%)	0.02183058	ko00760
Phenylalanine, tyrosine and tryptophan biosynthesis	5 (0.12%)	0.03226023	ko00400

*, indicates the percentage of genes in each pathway from 4049 genes mapped to KEGG.

### Annotation of metabolism-relevant genes and pathways of the large yellow croaker liver

Most of the metabolism-relevant genes were significantly differentially expressed in the large yellow croaker liver after 21 d of fasting (Table 2). These genes encoding various key enzymes were found to be mainly associated with lipid metabolism (*FABP2*, *GOT2*, *NPC1L1*, *MGAT2*, *MTTP*, *APOA1*), glycometabolism (*G6PC*, *HK*, *ADPGK*, *FBP*, *pfkA*, *ALDO*, *GAPDH*, *PGAM*, *ENO*, *PEPCK*, *PK*, *LDH*, *aceE*, *DLAT*, *DLD*, *ACSS*, and *ADH1-7*), and tricarboxylic acid cycle (*MDH1*, *CS*, *ACLY*, *ACO*, *IDH3*, *fumA*, *SDHA*, *LSC1*, and *DLST*). Furthermore, several other molecules were involved in the synthesis of amino acids (glycine, serine, threonine, arginine, and proline) and fatty acids. 

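Table 2 gives 1 unigene for each of these 32 genes. All 32 unigenes were differentially expressed between the libraries, 14 higher and 18 lower in the fasting library. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test 21 were called, and 12 with the borrowed dispersion. For 4 of the genes a library held 3 fragments or fewer, so that the fold is an approximate lower limit against 3 fragments. On this scale FABP2 was 79.6-fold lower, G6PC 11.5-fold lower, PEPCK 9.68-fold lower and HK 4.78-fold higher in the fasting library. The count of the other library is taken as exact, and G6PC had 1 fragment and not 0. In 18 of the 32 genes the unigene of Table 2 held under 50% of the fragments of its KEGG orthology number, and in 7 under 10%. When the fragments of all unigenes with the same number were summed, 21 genes were called in the same direction and 11 were not. Among those 11, FBP and DLST changed sign. Each sum used the number that the unigene carries, which is not always that of the gene named. LSC1 and MGAT2 are among the 21 through such numbers. Those of the alpha subunit and of 2-acylglycerol O-acyltransferase 2 were not called (log2 ratios -0.23 and 0.96). By the numbers of NPC1L1, LDH and SDHA themselves the sign changed as well, with log2 ratios of -0.42, 0.19 and 0.03. No read of 23 of the unigenes of Table 2 fitted another place. For MGAT2, MTTP, APOA1, G6PC, PGAM, LSC1 and DLST over 50% of the placed reads did in at least 1 library. The authors' deposited annotation gives some of these unigenes another function. The unigene of LDH carries the KEGG orthology number of the ESCRT-I subunit TSG101, and that of NPC1L1 carries the number of patched 1. For CS the best hit is a canopy-1-like protein and for IDH3 a kish-A-like protein, although their numbers are those of citrate synthase and isocitrate dehydrogenase. The unigene of SDHA carries the number of the iron-sulfur subunit, and that of LSC1 the number of the beta subunit. For PEPCK the number is that of phosphoenolpyruvate carboxykinase, and the best hit is a protein of the annelid Capitella teleta.

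**Figure D2:**
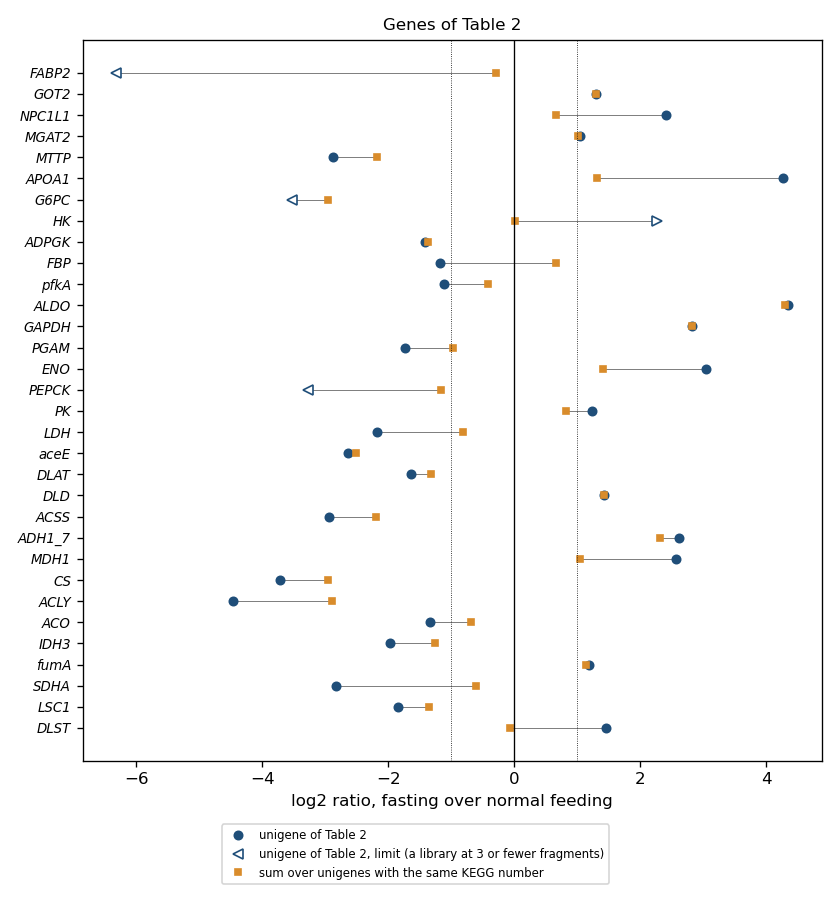
Log2 ratio of fasting over normal feeding for the 32 genes of Table 2. Filled circles show the unigene of Table 2, open triangles a unigene with 3 or fewer fragments in a library at its limit, squares the sum over all unigenes with the same KEGG orthology number, and dotted lines a 2-fold change; the squares of FBP and DLST lie on the other side of 0 from their circles.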

KEGG analysis identified a large number of unigenes that were enriched in various known metabolism-relevant pathways (Table 1) such as the pathway of fat digestion and absorption, glycolysis/gluconeogenesis, citrate cycle, fatty acid metabolism, and protein processing in the endoplasmic reticulum. The remaining genes were represented by GO terms such as cytokine, apoptosis-related, and immunity genes. These biological functions and pathways have not been associated with a particular metabolism-related event.

**Table 2:** Differentially expressed genes related to metabolism-relevant pathways.

Gene name	Gene ID	Description	Fold-change	P-value
*FABP2*	Unigene24231_All	Fatty acid-binding protein 2, intestinal	-14.17	1.99E-70
*GOT2*	Unigene26274_All	Aspartate aminotransferase, mitochondrial	1.29	0
*NPC1L1*	Unigene41275_All	Niemann-Pick C1-like protein 1	2.39	6.76E-08
*MGAT2*	CL2412.Contig2_All	2-acylglycerol O-acyltransferase 2	1.05	3.08E-18
*MTTP*	CL69.Contig1_All	Microsomal triglyceride transfer protein large subunit	-2.88	0
*APOA1*	CL1084.Contig1_All	Apolipoprotein A-I	4.26	0
*G6PC*	CL2205.Contig1_All	Glucose-6-phosphatase	-5.11	1.36E-09
*HK*	Unigene40485_All	Hexokinase	11.42	3.79E-05
*ADPGK*	CL4412.Contig1_All	ADP-dependent glucokinase	-1.41	5.19E-56
*FBP*	Unigene16513_All	Fructose-1,6-bisphosphatase I	-1.18	2.20E-05
*pfkA*	CL830.Contig1_All	6-Phosphofructokinase 1	-1.12	3.16E-06
*ALDO*	Unigene1497_All	Fructose-bisphosphate aldolase, class I	4.35	0
*GAPDH*	CL2528.Contig1_All	Glyceraldehyde 3-phosphate dehydrogenase	2.82	0
*PGAM*	CL1161.Contig2_All	2,3-Bisphosphoglycerate-dependent phosphoglycerate mutase	-1.73	1.21E-37
*ENO*	CL4254.Contig1_All	Enolase	3.05	3.17E-194
*PEPCK*	Unigene36521_All	Phosphoenolpyruvate carboxykinase	-11.58	3.24E-09
*PK*	Unigene13089_All	Pyruvate kinase	1.24	1.92E-27
*LDH*	Unigene10413_All	L-Lactate dehydrogenase	-2.18	1.27E-08
*aceE*	Unigene16826_All	Pyruvate dehydrogenase E1 component	-2.64	0
*DLAT*	Unigene10467_All	Dihydrolipoamide acetyltransferase	-1.64	8.89E-12
*DLD*	Unigene16721_All	Dihydrolipoamide dehydrogenase	1.42	2.03E-186
*ACSS*	Unigene10099_All	Acetyl-CoA synthetase	-2.94	6.90E-59
*ADH1_7*	Unigene7936_All	Alcohol dehydrogenase 1/7	2.61	0
*MDH1*	Unigene42274_All	Malate dehydrogenase	2.56	1.15E-05
*CS*	Unigene17567_All	Citrate synthase	-3.72	0
*ACLY*	CL1940.Contig1_All	ATP citrate (pro-S)-lyase	-4.46	0
*ACO*	CL2020.Contig1_All	Aconitate hydratase	-1.35	8.66E-156
*IDH3*	Unigene14609_All	Isocitrate dehydrogenase (NAD+)	-1.97	1.28E-113
*fumA*	Unigene29909_All	Fumarate hydratase, class I	1.18	3.61E-27
*SDHA*	Unigene16872_All	Succinate dehydrogenase (ubiquinone) flavoprotein subunit	-2.82	1.19E-17
*LSC1*	CL362.Contig2_All	Succinyl-CoA synthetase alpha subunit	-1.85	3.43E-24
*DLST*	Unigene40361_All	2-Oxoglutarate dehydrogenase E2 component	1.45	5.37E-08

Identification of all differentially expressed genes was based on *P* < 0.05. A P value < 0.05 indicated that the gene was significantly altered in fasting fish relative to that observed in normal feeding fish. The absolute value of “Fold-change” is the magnitude of up- or downregulation for each gene after fasting. “+” indicates upregulation, and “-” indicates downregulation.

### Differentially expressed unigenes in the glycolysis/gluconeogenesis, fat digestion and absorption, and TCA cycle pathways

To further explore the physiological response profiles induced by fasting at a single-pathway level, KEGG analysis was performed to identify genes involved in the metabolic pathway. In the present study, a large number of differentially expressed genes with functions in glycolysis, gluconeogenesis, and fat digestion and absorption were upregulated or downregulated in the liver of the large yellow croaker following 21 d of fasting. 

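ALDO (Unigene1497, with the best hit fructose-bisphosphate aldolase B) rose from 13091 fragments in the normal feeding library to 297791 in the fasting library, a log2 ratio of 4.35. GAPDH (CL2528.Contig1) rose from 20802 to 163585 fragments (log2 ratio 2.82), and DLD (Unigene16721) from 1026 to 3061 (log2 ratio 1.42). ADH1-7 (Unigene7936) had a log2 ratio of 2.61, and of 2.30 over the 5 unigenes with its KEGG orthology number. For ENO (CL4254.Contig1) the log2 ratio was 3.05, and it was 1.41 over 6 unigenes. PK (Unigene13089) rose from 200 to 526 fragments (log2 ratio 1.24), and over 6 unigenes by 0.82, which is under 2-fold. HK is represented by Unigene40485, with 16 fragments in the fasting library and 0 in the normal feeding library (exact binomial test, p = 4.21e-05). All 14 unigenes with the hexokinase number together had 243 fragments in the normal feeding library and 274 in the fasting library, a log2 ratio of 0.01. In the whole pathway, 9 KEGG orthology numbers had higher unigenes only, 13 had lower unigenes only and 4 had both. With the borrowed dispersion 45.5% of the pathway's called unigenes were lower, on the other side of an even split.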

In the pathway of glycolysis/gluconeogenesis (**Fig 2**), seven genes were identified as highly upregulated after 21 d of fasting, *HK*, *ALDO*, *GAPDH*, *ENO*, *PK*, *DLD*, and *ADH*1-7. On the other hand, 11 genes were highly downregulated in response to fasting after 21 days, including *G6PC*, *ADPGK*, *FBP*, *pfkA*, *PGAM*, *PEPCK*, *ACSS*, *DLAT*, *aceE*, and *LDH*. 

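The unigene of G6PC (CL2205.Contig1) had 31 fragments in the normal feeding library and 1 in the fasting library, and 98.9% or more of the reads placed on it fitted more than 1 place. Over the 11 unigenes with the same KEGG orthology number, G6PC fell from 3813 to 550 fragments (log2 ratio -2.95). PEPCK (Unigene36521) had 26 and 0 fragments, and its number fell over 6 unigenes from 9520 to 4751 (log2 ratio -1.16). For FBP (Unigene16513) the log2 ratio was -1.18, from 77 to 38 fragments, whereas the 4 unigenes with its number together rose from 8440 to 14857 (log2 ratio 0.66). The unigene of pfkA (CL830.Contig1) fell from 101 to 52 fragments (log2 ratio -1.12). It was under 2-fold with TMM normalization, with median-of-ratios size factors, and over its contig cluster, and the sum over its number gave -0.42. PGAM (CL1161.Contig2) had a log2 ratio of -1.73, and -0.97 over its cluster and over its number. ADPGK (CL4412.Contig1) fell from 796 to 334 fragments (log2 ratio -1.41). ACSS (Unigene10099) had a log2 ratio of -2.94, and -2.19 over 5 unigenes. The subunits of pyruvate dehydrogenase fell by 2.64 on the log2 scale for aceE (Unigene16826) and by 1.64 for DLAT (Unigene10467). The unigene given for LDH (Unigene10413) fell from 57 to 14 fragments (log2 ratio -2.18). The 2 unigenes with the KEGG orthology number of L-lactate dehydrogenase had 403 fragments in the normal feeding library and 514 in the fasting library (log2 ratio 0.19).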

4 genes (*FABP*, *NPC1L1*, *MAGAT*, and *ApoB-I*) were remarkably upregulated and 3 genes (*I-FABP*, *PAP*, and *Mttp*) markedly downregulated in the fat digestion and absorption pathway (**Fig 3**). 

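GOT2, the plasma membrane fatty acid-binding protein of the pathway (Unigene26274), rose from 4381 to 11999 fragments, a log2 ratio of 1.29. NPC1L1 (Unigene41275) rose from 9 to 53 fragments (log2 ratio 2.40, exact binomial test, p = 6.87e-08). The 3 unigenes with the KEGG orthology number of NPC1L1 itself had 408 fragments in the normal feeding library and 340 in the fasting library (log2 ratio -0.42). The unigene given for MGAT2 (CL2412.Contig2) carries the number of 2-acylglycerol O-acyltransferase 3 and rose from 191 to 441 fragments (log2 ratio 1.05). The unigene with the number of 2-acylglycerol O-acyltransferase 2 rose from 1575 to 3419, a log2 ratio of 0.96, which is under 2-fold. APOA1 (CL1084.Contig1) rose from 25230 to 539304 fragments (log2 ratio 4.26), with 92.5% of its placed reads in the normal feeding library and 54.99% in the fasting library fitting more than 1 place. The other contig of its cluster rose from 365839 to 543768, and the pair together had a log2 ratio of 1.31. Apolipoprotein B, over 6 unigenes, had 198323 fragments in the normal feeding library and 218417 in the fasting library, a log2 ratio of -0.02 that became 0.10 with TMM normalization. Its unigenes moved apart, with 1 of the 6 called higher and 3 called lower. The unigene of I-FABP (FABP2, Unigene24231) had 214 fragments in the normal feeding library and 0 in the fasting library, while its number had 7331 and 6703 fragments over 2 unigenes (log2 ratio -0.29). PAP has 2 numbers, with log2 ratios of -0.46 over 13 unigenes for phosphatidate phosphatase and 0.32 over 15 unigenes for its LPIN form, both under 2-fold. For Mttp (CL69.Contig1) the log2 ratio was -2.88, and -2.18 over 2 unigenes. In the whole pathway, 7 KEGG orthology numbers had higher unigenes only, 5 had lower unigenes only and 5 had both.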

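In the citrate cycle, 4 KEGG orthology numbers had higher unigenes only, 10 had lower unigenes only and 2 had both. Fumarate hydratase (fumA, Unigene29909) had a log2 ratio of 1.18, from an FPKM of 19.0 to 43.0. Cytosolic malate dehydrogenase MDH1 (Unigene42274) rose from 5 to 33 fragments (log2 ratio 2.56, exact binomial test, p = 1.22e-05), and the 6 unigenes with its number had a log2 ratio of 1.04. DLST (Unigene40361) rose from 34 to 104 fragments (log2 ratio 1.45), while the 8 unigenes with its number had 573 fragments in the normal feeding library and 608 in the fasting library (log2 ratio -0.07). CS (Unigene17567) fell from 2372 to 201 fragments (log2 ratio -3.72), and ACLY (CL1940.Contig1) from 2095 to 106 (log2 ratio -4.46). The sums over their numbers gave -2.96 and -2.89. ACO (CL2020.Contig1) had a log2 ratio of -1.34, and -0.69 over 7 unigenes, which is under 2-fold. IDH3 (Unigene14609) had -1.97, and -1.26 over 6 unigenes. The unigenes of CS and IDH3, whose best hits are other proteins, held 72.6% and 46.3% of the normal feeding fragments of these sums. The sums of CS and IDH3 are therefore not independent of them. The unigene given for SDHA (Unigene16872) fell from 95 to 15 fragments (log2 ratio -2.82), and the number of the iron-sulfur subunit had a log2 ratio of -0.61 over 3 unigenes. The flavoprotein subunit of succinate dehydrogenase, on 1 unigene, had 688 and 782 fragments (log2 ratio 0.03). The unigene given for LSC1 (CL362.Contig2) had a log2 ratio of -1.85, whereas the alpha subunit of succinyl-CoA synthetase, on 1 unigene, had -0.23.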

4 significantly upregulated genes (*fumA*, *MDH1*, *DLST* and *DLD*), and 10 significantly downregulated genes (*PEPCK*, *DLAT*, *aceE*, *CS*, *ACLY*, *ACO*, *SDHA*, *LSC1*, *sucD*, and *IDH*3) were found in the TCA cycle (**Fig 4**). In addition, unlike the genes involved in fat digestion and absorption, genes encoding proteins that participate in fatty acid metabolism were upregulated, except for *ACOX1*.

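In fatty acid metabolism 53 unigenes were differentially expressed, 32 higher and 21 lower in the fasting library (39.6% lower, 95% Wilson interval 27.6 to 53.1%). By KEGG orthology number, 9 had higher unigenes only, 2 had lower unigenes only and 6 had both. The median log2 ratio over 112 unigenes was 0.12, at percentile 93.8 of the matched random lists. With the fragments of each contig cluster summed, 51.4% of the differentially expressed clusters were lower. With the fragments of each KEGG orthology number summed, the share was 33.3%. With TMM normalization it was 34% (interval 22.4 to 47.8%) and with median-of-ratios size factors 29.8% (interval 18.7 to 44.0%), and these scalings raise every log2 ratio.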

**Fig 2:**
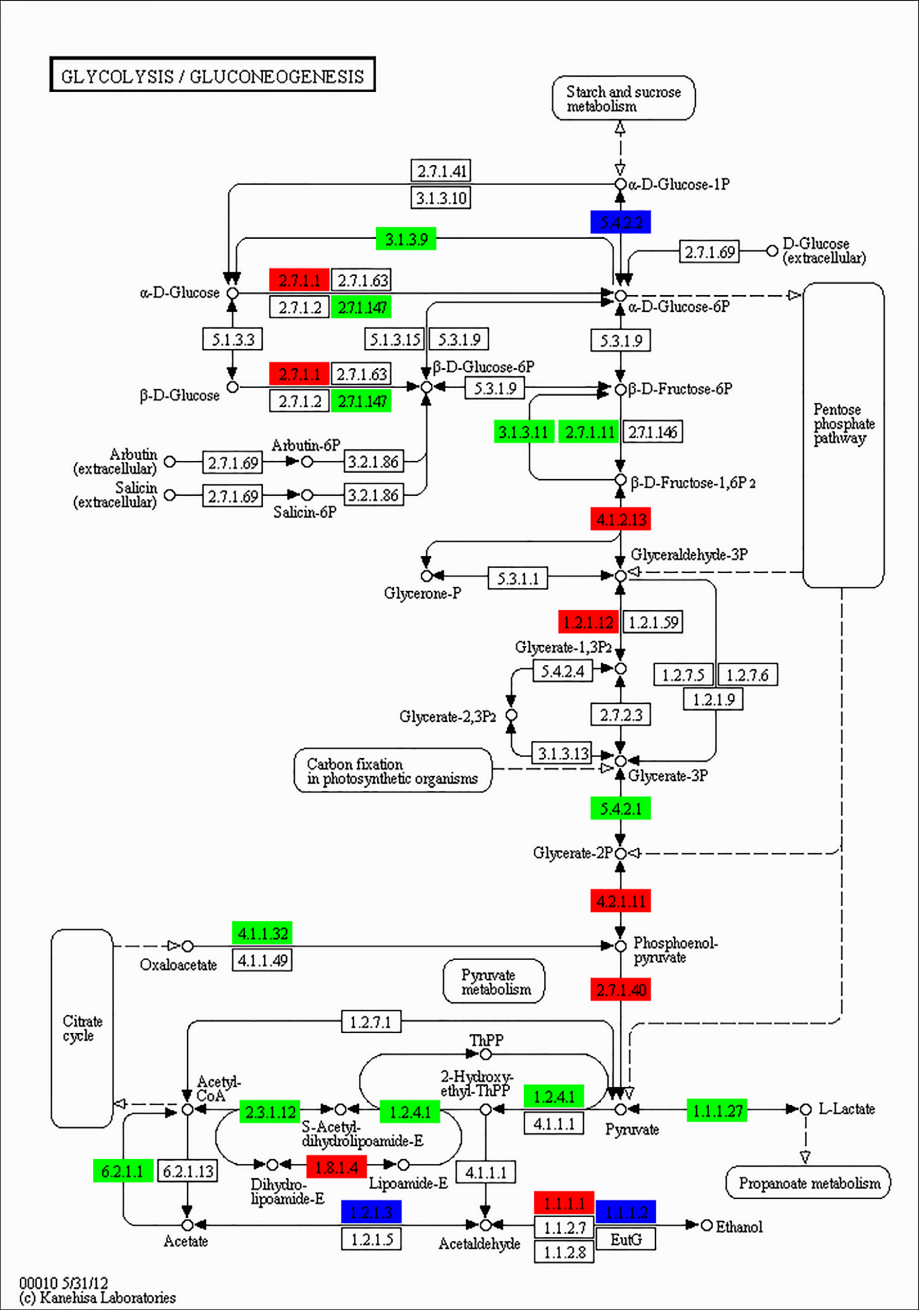
Significantly differentially expressed genes identified by KEGG in the glycolysis/gluconeogenesis pathway. Red indicates significantly upregulated genes, green indicates significantly downregulated genes, and blue indicates genes that were both up- and downregulated.

**Fig 3:**
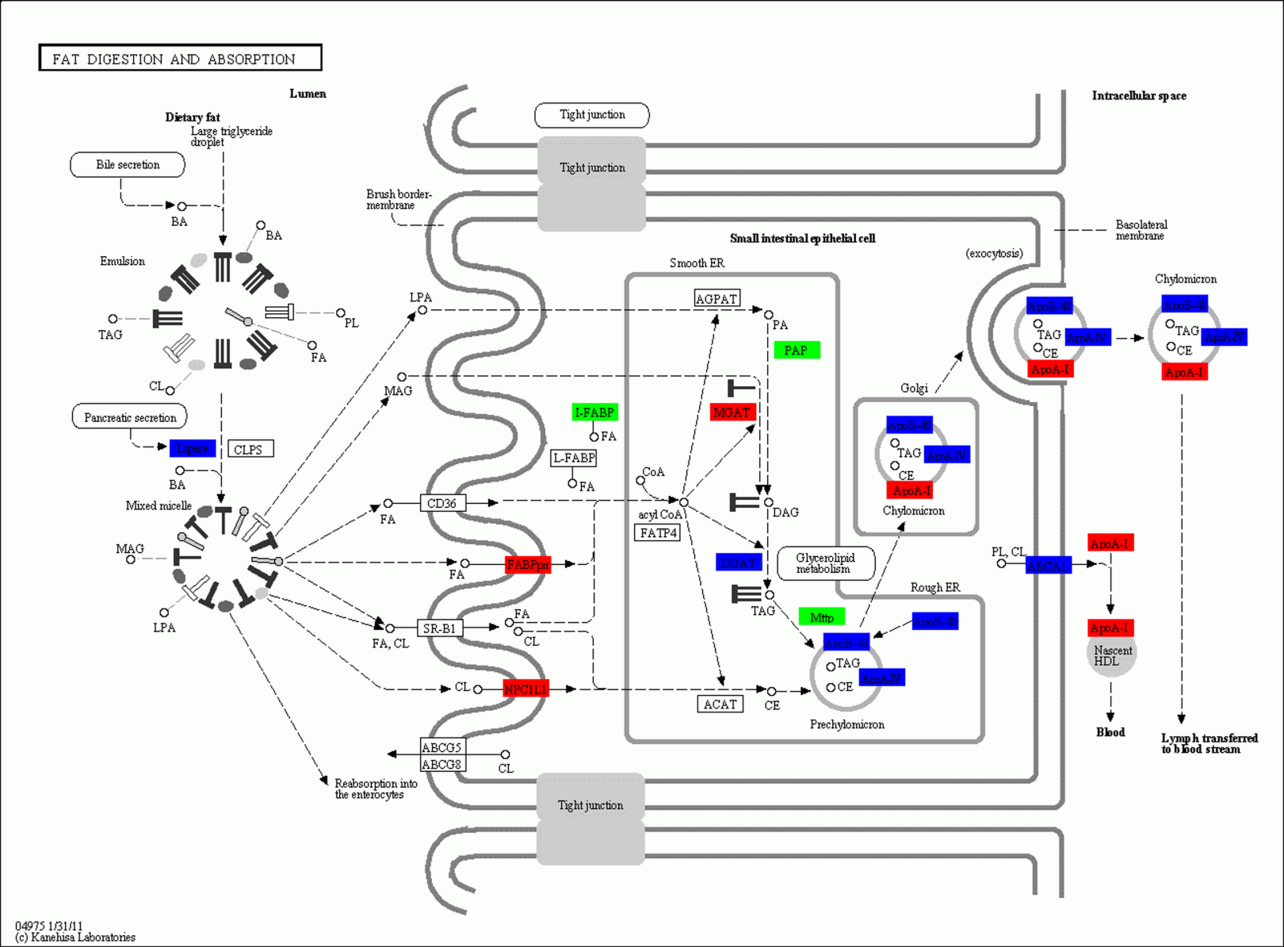
Significantly differentially expressed genes identified by KEGG in the pathway of fat digestion and absorption. Red indicates significantly upregulated genes, green indicates significantly downregulated genes, and blue indicates genes that were both up- and downregulated.

**Fig 4:**
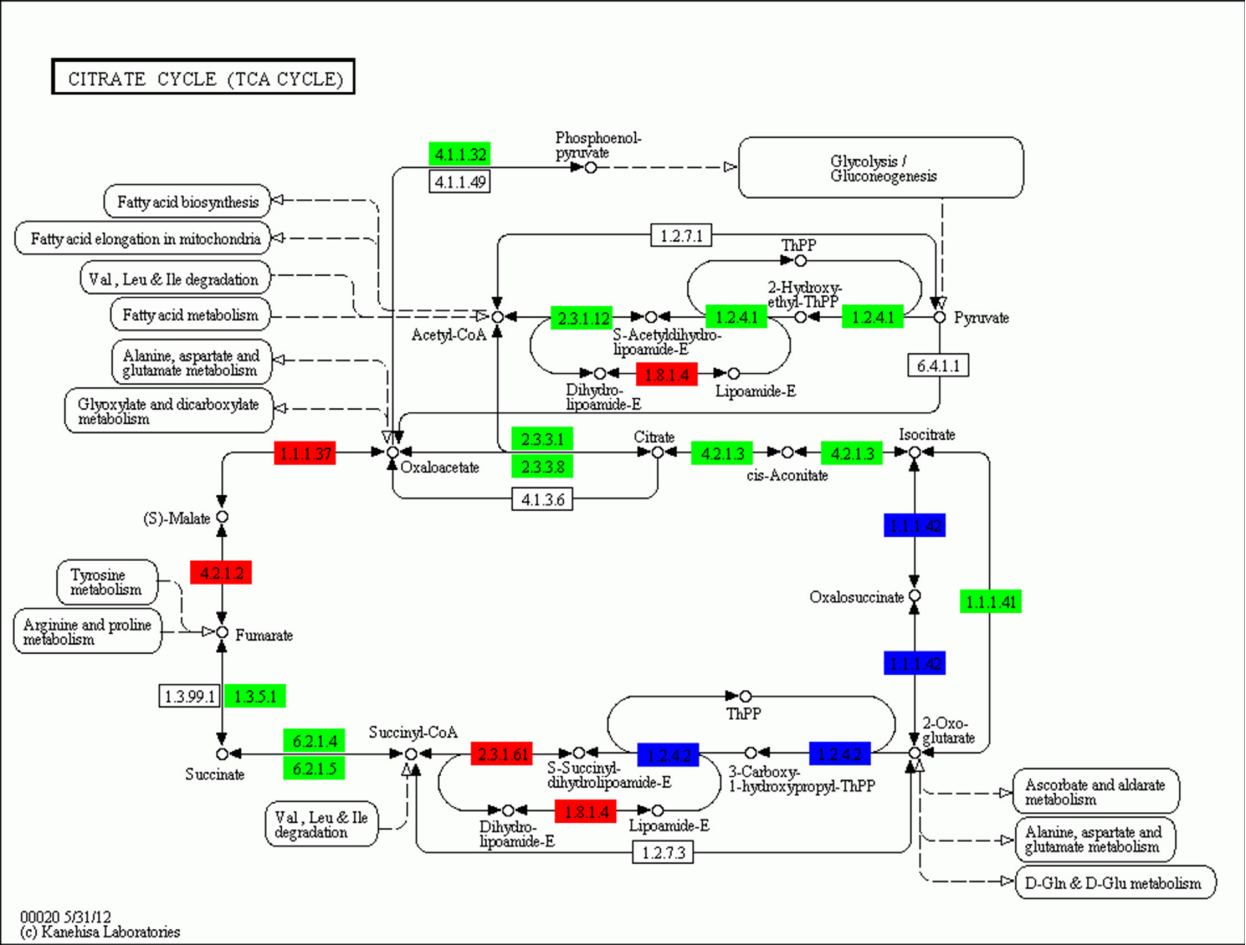
Significantly differentially expressed genes identified by KEGG in the TCA cycle pathway. Red indicates significantly upregulated genes, green indicates significantly downregulated genes, blue indicates genes that were both up- and downregulated.

In skeletal muscle transcriptome after 21 days fasting, differential expressions of genes in TCA cycle were most significant with KEGG analysis. In TCA cycle, the expression patterns of some genes were similar to that of liver. For example, *HK*, *ENO* and *PK* were upregulated, and *G6PC*, *ADPGK*, *FBP*, *pfkA*, *PGAM* and *LDH* were downregulated in the pathway of glycolysis/gluconeogenesis (S1 Fig). In the TCA cycle, genes *DLST* and *DLD* were significantly upregulated, and *ACO*, *LSC1*, *sucD* were downregulated (S2 Fig). In the pathway of the fat digestion and absorption (S3 Fig), both *PAP* and *I-FABP* were upregulated. However, expression pattern of some genes was different between liver and skeletal muscle. In the pathway of the fat digestion and absorption, *CD36* and *SR-B1* were upregulated in skeletal muscle, and kept constant in the liver; *MGAT* and *Mttp* were upregulaten in skeletal muscle, and downregulated in the liver; *Lipase* mRNA increased in skeletal muscle, and fluctuated in the liver.

### Protein and amino acid metabolism

RNA-seq analysis revealed that a large number of genes related to protein synthesis and protein degradation underwent significant changes in expression levels following 21 d of fasting. 

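Among the genes of the endoplasmic reticulum, SAR1 fell over 3 unigenes from 4824 fragments in the normal feeding library to 1375 in the fasting library, a log2 ratio of -1.97. The initiation factor eIF2a had a log2 ratio of -1.68 on 1 unigene, and ATF6 of -1.61 over 2 unigenes. The subunits of the Sec61 channel moved apart. SEC61β fell from 7857 to 3080 fragments and SEC61γ from 7325 to 2980, with log2 ratios of -1.51 and -1.46. SEC61α rose over 4 unigenes from 13906 to 25125 fragments, a log2 ratio of 0.69 that is under 2-fold, although 2 of the 4 unigenes were lower and called. Of the 55 genes that were summed by KEGG orthology number in all pathways, 28 were called, against 8 with the borrowed dispersion and 5 with the assumed biological coefficient of variation of 0.4.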

In the protein processing in the endoplasmic reticulum pathway, all annotated unigenes (e.g., *Sec61*, *SAR1*, *eIF2a*, and *ATF6*) were downregulated (**Fig 5**). 

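Of the genes of protein export, SEC62 fell over 3 unigenes from 2275 to 398 fragments, a log2 ratio of -2.67, and SEC11 on 1 unigene from 3619 to 781 (log2 ratio -2.37). SEC63 had a log2 ratio of -1.64. The signal peptidase subunits SPCS1 and SPCS2 had log2 ratios of -1.23 and -1.34. For the signal recognition particle, the log2 ratio was -1.89 for SRP9, -1.62 for SRP14, -1.08 for SRP54, -1.64 for SRP68 and -1.47 for SRP72. SRP19, over 3 unigenes, had a log2 ratio of -0.82, under 2-fold, with 1 of the 3 unigenes called lower. The receptor subunits SRPR and SRPRB had log2 ratios of -1.16 and -1.19. All 17 KEGG orthology numbers of the pathway with a differentially expressed unigene had lower unigenes only.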

A similar change in expression was observed in genes related to the protein export pathway such as genes encoding signal recognition particle subunits (*SRP9*, *SRP72*, *SRP19*, *SRP14*, *SRP68*, *SRP54*, *SRPR*, and *SRPRB*), genes encoding protein transport proteins (*SEC61α*, *SEC61β*, *SEC61γ*, *SEC62*, *SEC63*, and *SEC11*), and genes coding for signal peptidase complex subunits (*SPCS1* and *SPCS2*). 

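Valine, leucine and isoleucine degradation held 46 differentially expressed unigenes, 27 higher and 19 lower in the fasting library (41.3% lower, 95% Wilson interval 28.3 to 55.7%). Of its KEGG orthology numbers, 10 had higher unigenes only, 10 had lower unigenes only and 5 had both. When the fragments of each number were summed, 6 numbers were higher and 8 lower, which is 57.1% lower. The median log2 ratio over 97 unigenes was -0.16, at percentile 52.6 of the matched random lists, and 0.00 with median-of-ratios size factors. Arginine and proline metabolism held 56 differentially expressed unigenes, of which 29 were lower (51.8%, 95% Wilson interval 39.0 to 64.3%). With TMM normalization 26 of its 56 differentially expressed unigenes were lower, which is 46.4%. Its median log2 ratio over 116 unigenes was -0.14, at percentile 47.2, and it became 0.02 with median-of-ratios size factors. In that pathway 13 KEGG orthology numbers had higher unigenes only, 12 had lower unigenes only and 5 had both.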

Ultimately, most of genes encoding proteins related to amino acid catabolism (e.g., valine, leucine, isoleucine, arginine, and proline) were upregulated in the liver of fasting large yellow croakers.

**Fig 5:**
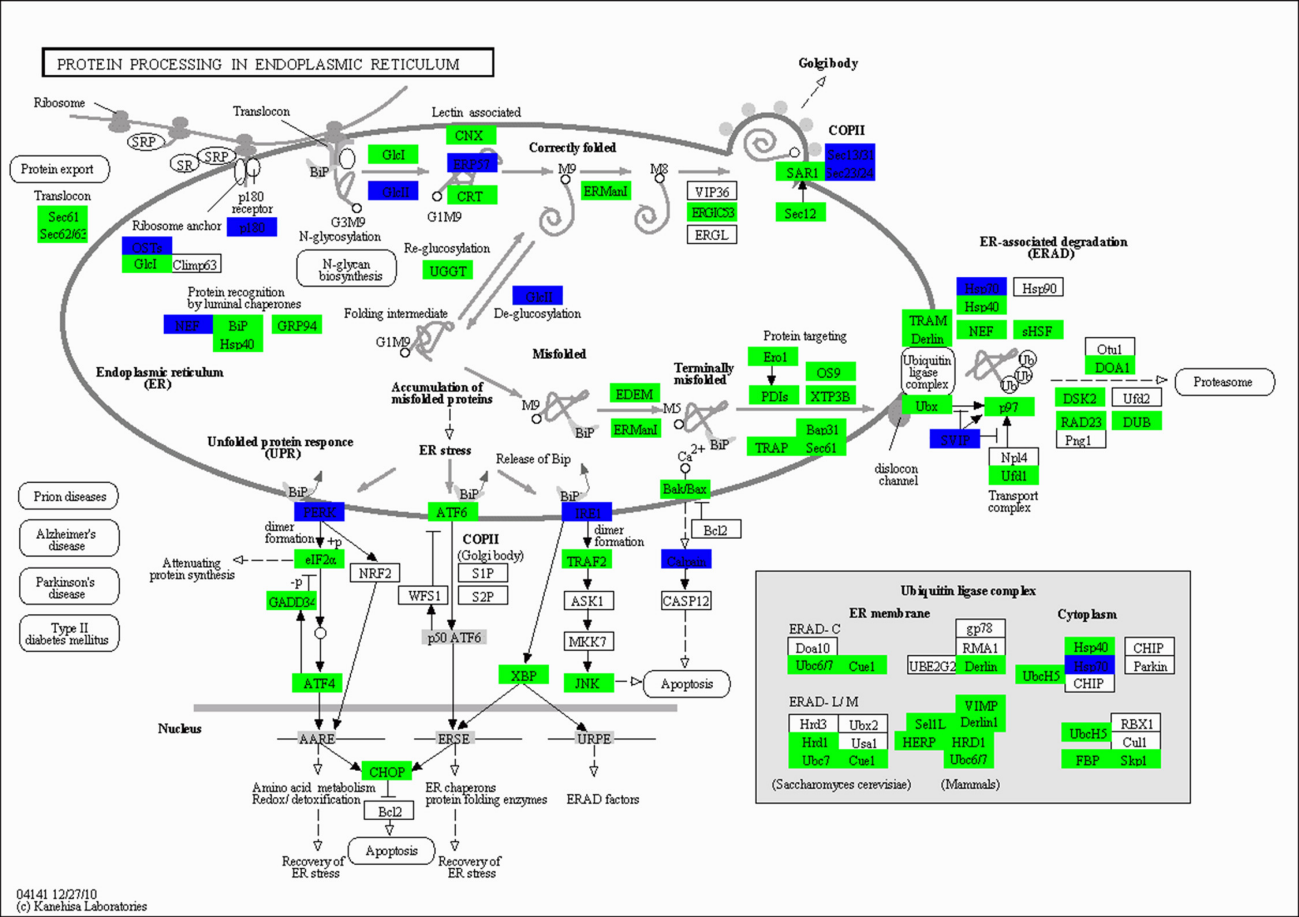
Significantly differentially expressed genes identified by KEGG in the protein processing in the endoplasmic reticulum pathway. Green indicates significantly downregulated genes, and blue indicates genes that were both up- and downregulated.

### qPCR analysis of key genes in the glycolysis/gluconeogenesis, TCA cycle, and fat digestion and absorption pathways

To further clarify the strength of the correlations of the up- or downregulated genes to the pathway of fat digestion and absorption, glycolysis/gluconeogenesis, and TCA cycle in the large yellow croaker during the stages of fasting and re-feeding, differential expression of 14 genes was analyzed by qPCR. This experiment was also conducted to confirm the hypothesis that the glycol and fat digestion and absorption pathways elicit an adaptive response to fasting and re-feeding. The assay was performed using the large yellow croaker liver samples collected after 42 d of fasting followed by 14 d of re-feeding. Most of the results were in line with those of the RNA-seq analysis (**Figs 6–8**). The key genes *pfkA* and *PK* in the glycolysis/gluconeogenesis pathway that were expressed in liver tissues from the experimental groups were significantly regulated relative to that of the normal feeding group. The genes *HK* and *G6PC* showed no significant change in the levels of gene expression after 21 days of fasting (**Fig 6**). In the TCA cycle pathway, genes coding for key enzymes were significantly regulated after fasting and re-feeding (**Fig 8**). Significant changes in the level of expression of genes related to fat digestion and absorption were observed in the large yellow croaker liver tissues compared to that observed in the control groups, except for gene *MGAT* (**Fig 7**).

**Fig 6:**
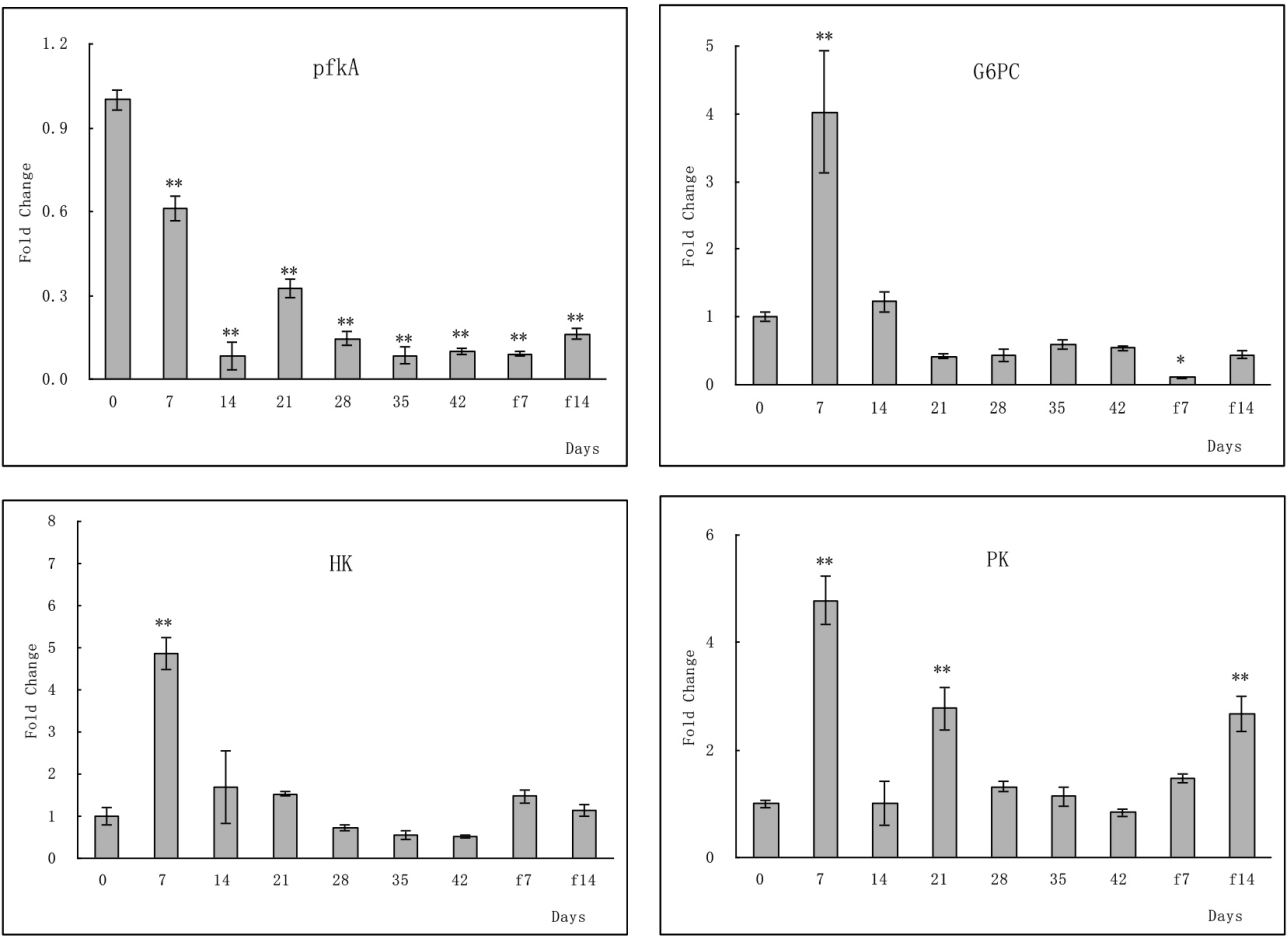
qPCR analysis of genes related to the glycolysis/gluconeogenesis pathway in the large yellow croaker during fasting and re-feeding. To determine changes in the levels of expression of the following genes, 6-phosphofructokinase 1(*pfkA*), glucose-6-phosphatase (*G6PC*), hexokinase (*HK*), and pyruvate kinase (*PK*), the livers of 6 fish were collected at 0, 7, 14, 21, 28, 35, 42 days of fasting and 7 and 14 days of re-feeding, respectively. Total RNA was extracted from these livers and used in qPCR analysis. The mRNA level of each gene was normalized to that of β-actin. For each time point, values represent fold change in expression of each gene compared to that observed at 0 d fasting, which was set at 1.0. The results are expressed as means ± SD (n = 3). Independent-sample *t*-test using the SPSS software (Version 11.5) was conducted to determine the statistical significance of the changes in expression levels in fasting or re-feeding fish relative to that observed in 0-d fasting fish. Significant differences were considered at *0.01 < *p* ≦ 0.05 and ** *p* < 0.01.

**Fig 7:**
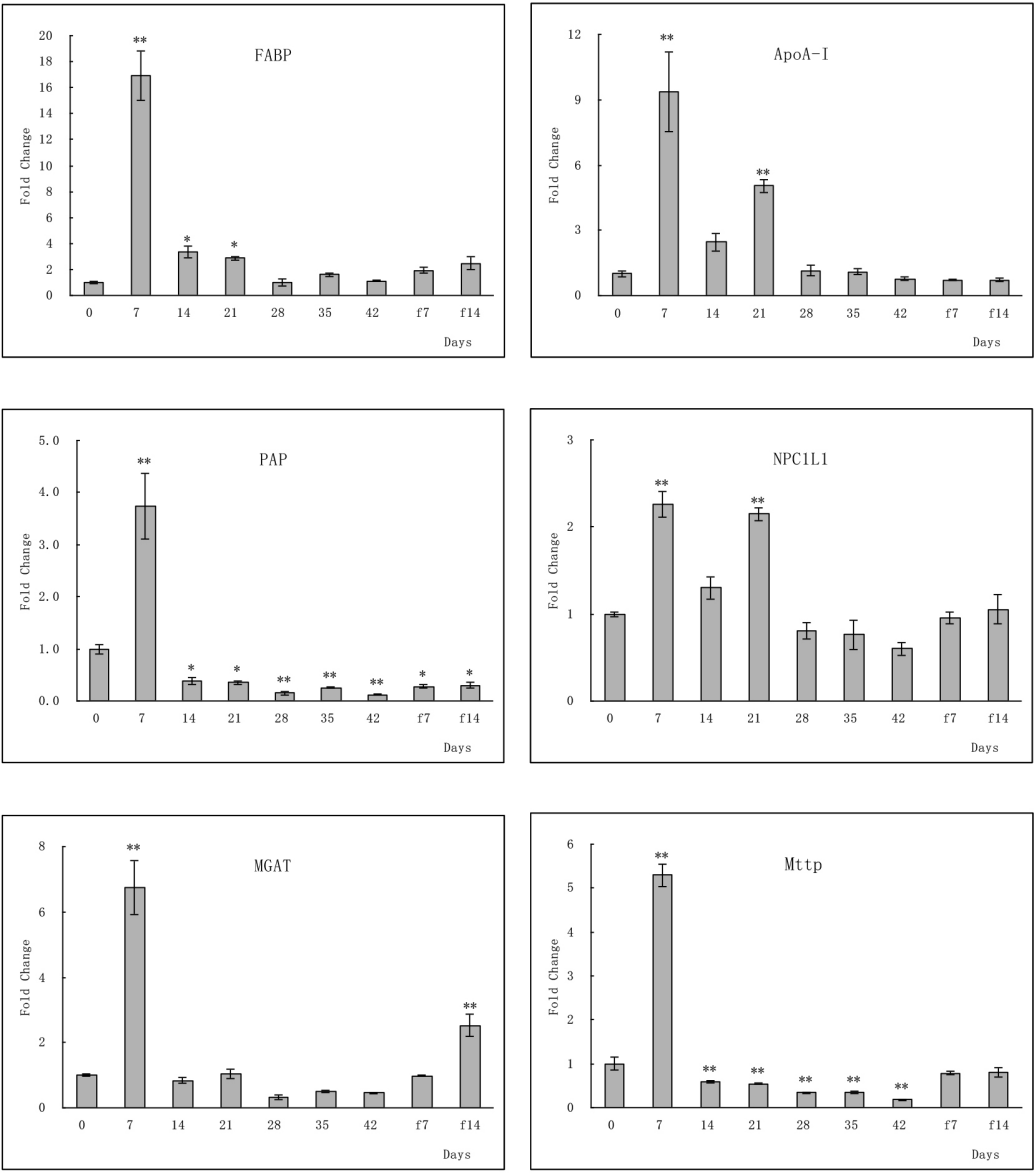
qPCR analysis of the genes related to the fat digestion and absorption pathway in the large yellow croaker during fasting and re-feeding stages, namely, fatty acid-binding protein (*FABP*), apolipoprotein A-I (*ApoA-I*), phosphatidate phosphatase (*PAP*), Niemann-Pick C1-like protein 1 (*NPC1L1*), 2-acylglycerol O-acyltransferase (*MGAT*), microsomal triglyceride transfer protein large subunit (*Mttp*). The experimental procedure was similar to that presented in Fig 6.

**Fig 8:**
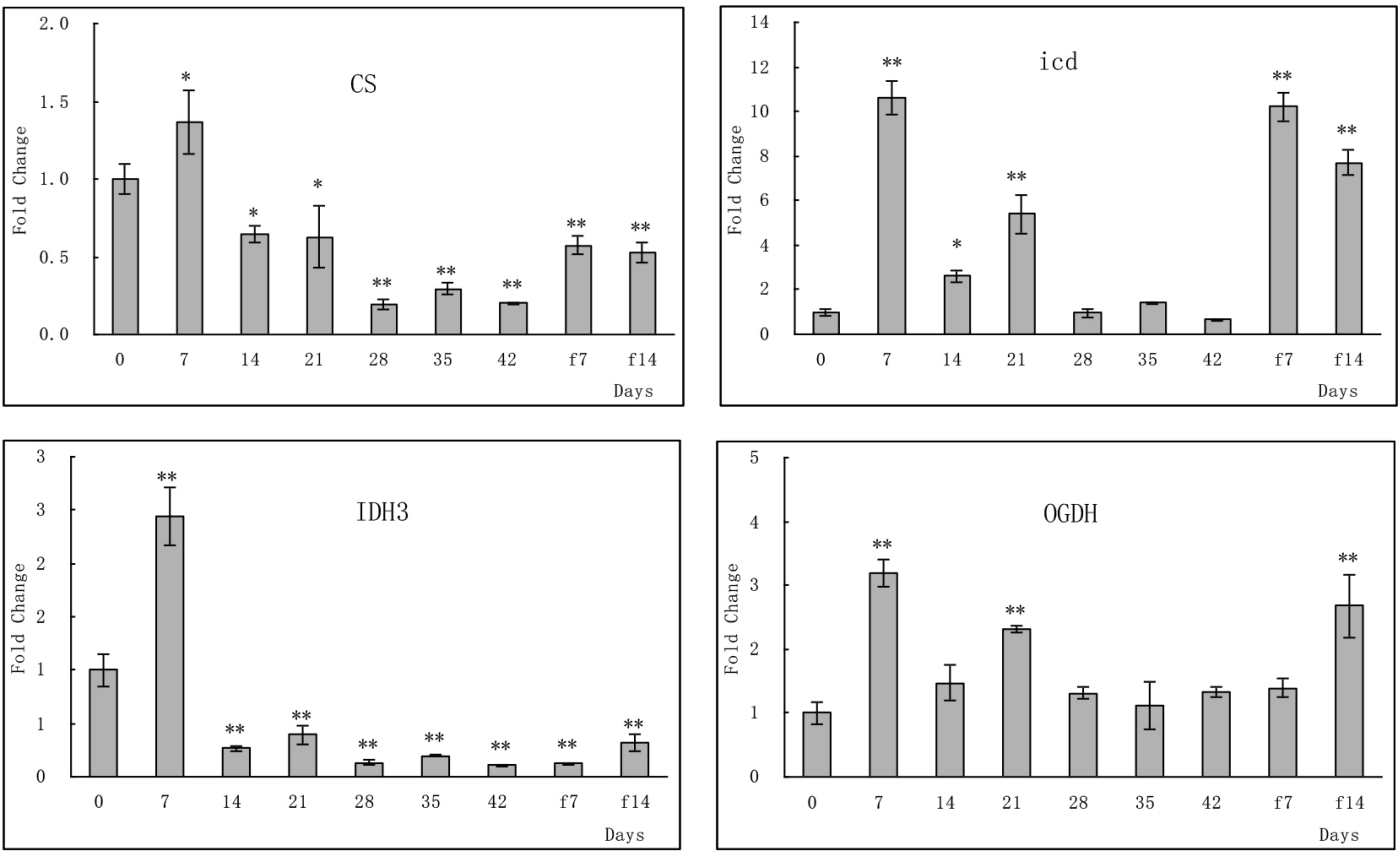
qPCR analysis of the genes related to the TCA cycle pathway in the large yellow croaker during fasting and re-feeding stages, namely, citrate synthase (*CS*), isocitrate dehydrogenase (*icd*), isocitrate dehydrogenase (*IDH3*), 2-oxoglutarate dehydrogenase E1 component (*OGDH*). The experimental procedure was similar to that presented in Fig 6.

## Discussion

Molecular studies on metabolism during fasting in the large yellow croaker are limited, and there is currently no report that describes the transcriptome profile of the liver during this particular condition. To increase our knowledge on the effect of fasting on gene expression in the large yellow croaker, the transcriptome profile of the fish after fasting was analyzed. In this study, *de novo* assembly tools [15] were used to assemble the short reads generated by RNA-seq, which in turn generated pertinent sequence information. Quantitative gene expression profiling was also conducted, and the unigenes were annotated and mapped to the generated transcriptome database. Several differentially expressed genes were involved in glycol, lipid, and protein metabolism such as those encoding key enzymes involved in fatty acid metabolism, amino degradation, and other biological functions.

Glucose homeostasis is precisely regulated to meet the energy demands during the fasting-re-feeding cycle in fish. Glycolysis and gluconeogenesis are opposing metabolic pathways involved in the breakdown and synthesis of carbohydrates in the liver and are essential for fish survival particularly during prolonged periods of starvation [27]. Most enzymes are shared by the glycolysis and gluconeogenesis pathways, except for three key enzymes, GK, pfkA, and PK, which catalyze unidirectional reactions in glycolysis, and another three enzymes, PEPCK, FBP, and G6PC, which induce the reverse reactions and play a key role in gluconeogenesis. In the present study, differentially expressed unigenes related to glucose metabolism were annotated in the KEGG pathway, which revealed significant changes in the expression levels of most genes coding for enzymes involved in the glycolysis/gluconeogenesis pathway. For example, the expression of key genes *PEPCK*, *FBP*, and *G6PC* were downregulated after 21 d of fasting, and it was also occurred in skeletal muscle transcriptome responding to fasting. This finding was also observed by Metón *et al*. in the gilthead seabream, wherein the value of PK and G6P-DH enzyme activities were significantly decreased after 18 days of starvation [28]. On the other hand, the *PK* gene was significantly upregulated in the glycolysis/gluconeogenesis pathway in the present study, and it was same to the result of skeletal muscle transcriptome analysis. Similar results have been reported in the muscle of the rainbow trout after 30 days of starvation [29].

Fish utilize lipids as a major source of energy [30]. In the present study, transcriptome analysis revealed that fasting led to a dramatic increase in the expression of genes encoding for proteins involved in fatty acid metabolism such as *acd*, *echA*, and *HADH*. These results suggested a reallocation of lipid reserves and cholesterol metabolism, as well as demonstrated that there was an attempt to increase lipid metabolism during fasting. 

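The acyl-CoA dehydrogenases and enoyl-CoA hydratases are given by KEGG orthology number, and the numbers were matched to the paper's gene names after their values were seen. Butyryl-CoA dehydrogenase (ACADS) rose from 321 to 596 fragments, a log2 ratio of 0.73. The other acyl-CoA dehydrogenases, ACADM, ACADL and ACADVL, had log2 ratios of 0.19, 0.25 and -0.26, all under 2-fold. The enoyl-CoA hydratase ECHS1 rose over 2 unigenes from 548 to 953 fragments (log2 ratio 0.64). The peroxisomal bifunctional enzyme EHHADH rose from 371 to 1073 fragments, a log2 ratio of 1.37, and was called. The log2 ratio of HADHA (KEGG number sum) was -0.04, which became 0.079 with TMM normalization. HADH had 585 fragments in the normal feeding library and 583 in the fasting library, a log2 ratio of -0.16 (exact binomial test, p = 0.0531). From the increase it reports in genes of fatty acid metabolism, the paper proposes a reallocation of lipid reserves and cholesterol metabolism and concludes that the fish attempted to increase lipid metabolism during fasting.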

Studies have shown that several genes were upregulated in the liver of the Atlantic salmon following starvation [31]. Fasting fish showed an increased mRNA expression of *FABPpm*, *NPC1L1*, *MGAT*, *ApoB-I* mRNA, whereas that of *PAP*, *Mttp*, and *I-FABP* was reduced, which were confirmed by qPCR analysis. Apolipoproteins, which are plasma lipoprotein complexes, were upregulated in the liver of various fish species; these bind to lipids, which are then transported to different tissues through the blood [32]. *FABP* binds and transports long-chain fatty acids from the aqueous cytoplasm to the site of its oxidation in the mitochondria [33]. Furthermore, other up- or downregulated genes involved in the pathway of fat digestion and absorption were suggestive that hepatic fatty acid metabolism was active after fasting. Hepatic fat is the first storage tissue mobilized during fasting and perhaps the most important fat depot for energy in the large yellow croaker. Expression of some genes relate to fat-metabolism was up-regulated during fasting, and still up-regulated after 14 days re-feeding in the liver, which might implied that physiological status of the fasted fish had not recoverd to normal level after re-feeding of short time. In addition, some genes encoding protein CD36 and SR-B1 were upregulated significantly in the pathway of fat digestion and absorption in skeletal muscle, and were not changed in the liver, which implied the different fat metabolism between liver and skeletal muscle, and the delay of fat digestion in skeletal muscle. *Lipase* was upregulated significantly in the skeletal muscle, which confirmed that fasting could accelerate the consumption of fat.

Most proteins are synthesized and degraded in the liver [31]. During fasting, the liver receives a smaller amount of free amino acids that are derived from digestion [34], thus resulting in a decline in the synthesis of proteins in the liver [35]. Although rates of both synthesis and degradation are decreased during fasting, these two reactions are tightly regulated. In the present study, transcriptome analysis after 21 d of fasting revealed that the levels of protein synthesis in the endoplasmic reticulum and protein transport significantly decreased, whereas the rate of amino acid catabolism increased, similar to that observed in the rainbow trout [31]. The molecules generated by the breakdown of amino acids may be contribute to gluconeogenesis and subsequently enter the TCA cycle. The TCA cycle is an important aerobic pathway for the final of carbohydrate and fatty acid oxidation [36]. The present study showed that several genes encoding enzymes involved in the TCA cycle were downregulated, except for the *fum*A-B, *MDH1*, *DLST*, and *DLD* genes, which were upregulated. MDH1 is a key enzyme in the catalysis of oxaloacetate, and during fasting the increase in the production of oxaloacetate may be a response to the decrease in the levels of alanine, aspartate, and glutamate. Furthermore, the decrease in the level of gene expression of *DLAT* may lead to a reduction in the synthesis of acetyl-CoA, which in turn leads to the upregulation of genes coding for enzymes in the valine, leucine, and isoleucine degradation and fatty acid metabolism pathways.

## Conclusions

The present study conducted a transcriptional profiling analysis of fasting and normal feeding large yellow croakers to identify metabolism-related genes and pathways. RNA-seq data revealed major changes in the expression of metabolic genes in the fasting large yellow croaker, thus providing insights into the molecular mechanism underlying this biochemical reaction in fish. Additional studies using the transcriptome data generated in the present study will likely provide further significant insights into the detailed mechanisms of fasting in the large yellow croaker, which may in turn benefit the aquaculture industry, particularly in terms of propagating this economically important marine species.

## Materials and Methods

### Ethics Statement

The protocols used in the present study were in accordance with the “Regulations for the Administration of Affairs Concerning Experimental Animals” that was established by the Zhejiang Provincial Department of Science and Technology on the Use and Care of Animals. Animal experiments were approved by the Animal Care and Use Committee of Ningbo University. And to minimize suffering, all surgeries of this experiment were performed Tricaine-S anesthesia. In this study, all experiment fish caught from net-cages were anesthetized by Tricaine-S (TMS, MS-222) firstly (*50 mg/L*). We collected the liver and skeletal muscle samples after the anesthetized fish has lost consciousness. The fish which has been taken a surgery would be sprayed with anesthetic (200 mg/L), and let it death with euthanasia.

### Fish and fasting experiments

Large yellow croakers (mean weight: 68±0.8 g) were purchased from Xiangshan bay aquatic fingerlings company, Zhengjiang, China, on September 27. The fish were randomly cultured in 10 net-cages and the temperature of the sea water was 22°C. During first 7 days, fish was fed twice a day, at 5 o’clock in the morning and at half past 6 in the evening, with surimi made by Xiangshan bay aquatic fingerlings company until the fish stopped eating. After 7 days of acclimation, the fish was used to the fasting experiments. In this experiment, the fish had been fasted (without food entirely) for 42 days, and then re-feeding 14 days. Livers and skeletal muscle were collected from 6 fish at each time point at 0 day and every 7 days, and then stored in the storage medium, RNAstore (CWBIO, China), until RNA extraction and transcriptome analysis. All experiments were conducted at the Xiangshan Bay and Ningbo University, Zhejiang, China.

### RNA isolation

Total RNA was extracted from 30 mg to 50 mg of tissue using the tissue RNA kit (Omega, China), following the manufacturer’s instructions. The quality and quantity of RNA samples were determined by measuring its absorbance at 260/280 nm (A 260/280) using an Ultrospec 1100 pro spectrophotometer (Healthcare Bio-Sciences AB, Sweden). The average RIN of samples was 7.5, as indicated by the Agilent 2100 Bioanalyzer (Agilent Technologies, USA).

### Library preparation and sequencing

For gene expression profiling, mRNA was extracted from the livers of fasting 21 days and normal-feeding large yellow croakers (six individuals in each group) using oligo (dT) magnetic beads, mixed with a fragmentation buffer, and subjected to fragmentation. Using the fragmented mRNA as template, cDNA was then synthesized. The short fragments were purified and resolved with EB buffer for end-repair and single nucleotide A (adenine) addition, then connected to adapters. Suitable fragments were selected as templates for PCR amplification. For QC, the Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were used in the quantification and qualification of the sample library. Finally, the libraries were sequenced on an Illumina HiSeq^TM^ 2000 system. The raw data files were passed to NCBI's Sequence Read Archive (SRA), and the accession number is SRX986569 (LB2A), SRX986572 (LF1A).

### Transcript assembly and annotation

To obtain unigenes, transcriptome *de novo* assembly was conducted using the short-read assembly program, Trinity (release-20121005). Then, BLASTx alignment (e-value < 0.00001) between unigenes and protein databases such as NR, Swiss-Prot, KEGG, and COG was performed, and the best alignment results were used to establish the sequence direction of unigenes. With NR annotation, the Blast2GO program was used to perform GO annotation of the unigenes, and the KEGG Automatic Annotation Server (KAAS) system was used for pathway reconstruction. All of data have been submitted to the NCBI GEO database, and the series record is GSE67756 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67756).

### Quantitative real-time PCR (qPCR) analysis

qPCR analysis was performed using the Mastercycler epgradient realplex (Eppendorf, Germany with SYBR Green (Roche, USA) as the fluorescent dye and following the manufacturer’s protocol. The primers were designed based on each identified gene sequence of the liver transcriptome library by using Primer Premier 5.0 (S2 Table). Prior to qPCR analysis, every primer was PCR validated, which indicated that no primers showed dimmers in its melting curves and a single band was observed on the agarose gels (S4 Fig). Total RNA was extracted from the liver tissues of six large yellow croakers that were sampled at 0, 7, 14, 21, 28, 35, 42 d after fasting, and 7 and 14 d of re-feeding. First-strand cDNA was synthesized from 1 μg of total RNA by using PrimeScript^TM^ RT reagent Kit (Takara, Japan), which was then used as template for qPCR analysis using gene-specific primers. qPCR analysis was performed using a total volume of 20 μL, and the cycling conditions were as follows: 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, 59°C for 40 s, and 72°C for 20 s. Each qPCR reaction was performed in triplicate, and the data of each sample were expressed relative to the expression levels of β-actin by using the 2^-ΔΔCT^ method [37]. Statistical significance was determined by using independent-sample *t*-test as provided in the SPSS software (Version 21), and significant differences were determined at *P* < 0.05.

## Supporting Information

S1 Fig Significantly differentially expressed genes identified by KEGG in the glycolysis/gluconeogenesis pathway of the skeletal muscle transcriptome analysis. Red indicates significantly upregulated genes, green indicates significantly downregulated genes, pale red indicates genes that were upregulated but not significantly, and light grey indicates genes that were downregulated but not significantly.
(TIF) Click here for additional data file.

S2 Fig Significantly differentially expressed genes identified by KEGG in the TCA pathway of the skeletal muscle transcriptome analysis. Red indicates significantly upregulated genes, green indicates significantly downregulated genes, pale red indicates genes that were upregulated but not significantly, and light grey indicates genes that were downregulated but not significantly.
(TIF) Click here for additional data file.

S3 Fig Significantly differentially expressed genes identified by KEGG in the fat digestion and absorption pathway of the skeletal muscle transcriptome analysis. Red indicates significantly upregulated genes, green indicates significantly downregulated genes, pale red indicates genes that were upregulated but not significantly, and light grey indicates genes that were downregulated but not significantly.
(TIF) Click here for additional data file.

S4 Fig Agarose gel electrophoresis of primers validation. Namely, β-actin, 6-phosphofructokinase 1(*pfkA*), glucose-6-phosphatase (*G6PC*), hexokinase (*HK*), and pyruvate kinase (*PK*) fatty acid-binding protein (*FABP*), apolipoprotein A-I (*ApoA-I*), phosphatidate phosphatase (*PAP*), Niemann-Pick C1-like protein 1 (*NPC1L1*), 2-acylglycerol O-acyltransferase (*MGAT*), microsomal triglyceride transfer protein large subunit (*Mttp*) citrate synthase (*CS*), isocitrate dehydrogenase (*icd*), isocitrate dehydrogenase (*IDH3*) 2-oxoglutarate dehydrogenase E1 component (*OGDH*).
(TIF) Click here for additional data file.

S1 Table Details on 7624 differentially expressed genes in expression profile of large yellow croaker. The data show the 7624 unigenes that were differentially expressed in the 21 d fasting and normal large yellow croaker.
(XLS) Click here for additional data file.

S2 Table Primers for quantitative real-time PCR. (DOC) Click here for additional data file.

# Supplementary material for: Liver Transcriptome Analysis of the Large Yellow Croaker (Larimichthys crocea) during Fasting by Using RNA-Seq
**Source:** PLoS One. 2016 Mar 11;11(3):e0150240. doi: 10.1371/journal.pone.0150240
**Supplement:** S2 Table

S2 Table. Primers for quantitative real-time PCR.

| Gene | Forward primer or reverse primer | Primer（5-3） |
| --- | --- | --- |
| FABP | F | CCACATCCTACCAGGCTCTA |
| R | TGCCCTGGTCATCCCTGT |
| NPC1L1 | F | AGGTGGTGGTGAGGAATG |
| R | CCAGAGCCAGACAGTAAAG |
| PAP | F | AAGGTCTTGAAGTGGAGGGT |
| R | GCAGGTTTGGGTTTCACA |
| MGAT | F | GAACAGACAGGGAGCGAAAC |
| R | TGCCCGTCTACTCATTCG |
| Mttp | F | GTCAATAGCCAACCCTCC |
| R | TCTTGAGTCGCTGATTGC |
| ApoA-I | F | TTTCTGAGCGTCTGGAGG |
| R | TGGGAGGATTTAGTTCTTGG |
| HK | F | GGGAAAGGATGTAGTCAGC |
| R | TCATCGTAGCCACAGGTC |
| pfkA | F | AGTTCGGATTCCAGTTTACG |
| R | TGTGGAGGCTGTTCTTGC |
| PK | F | GTGAAGGGAATGGAGACG |
| R | TCCCTCCACTTTCATCTATC |
| G6PC | F | TCCACGAGGCATCTTATT |
| R | TGGTCATTATGGCGAGGA |
| CS | F | GTGGGAGGAAGTGGAAAC |
| R | TCTGAGCCTACGATGGGT |
| icd | F | GGATAAGGCAGTGAGGGT |
| R | TGATGGCTCAGTGACCTT |
| OGDH | F | TCTGGAGGGCTGTGAAGT |
| R | TCTGGAGGGCTGTGAAGT |
| IDH3 | F | AAGACCCGTCACCACTCA |
| R | CAGAAAGCATTGGCACCC |

How the deposited data were processed for this re-analysis (not part of the article)

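Liver RNA-seq libraries of large yellow croakers after 21 d of fasting and under normal feeding, each from 6 fish, were compared. The deposited tables also hold libraries from fish under cold or thermal stress for 12 h, which the paper does not report on and which appear in the closing section and as a source of dispersion in 1 alternative. There is 1 library per condition, so no value has an error between replicates. The skeletal muscle transcriptome and the qPCR measurements are not analysed here.

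The authors assembled reads without a genome, and the paper names SOAPdenovo in its results and Trinity in its methods. The counts are raw fragments per unigene, which the authors deposited without normalization, and in each library they sum to the total printed in the table. The deposited FPKM values are these counts divided by unigene length and library total, and recomputed values differed from them by rounding only. The log2 ratios in the authors' deposited comparison tables are ratios of FPKM in which a value of 0 was replaced by a small constant. The p-values in the authors' deposited comparison tables come from a test of 2 libraries that the paper's text does not name. The deposited coverage tables give the number of reads that fit 1 place or several places on each unigene, and the percent of GC and of covered length. The series tables held 0 further columns per library that were left unused. The deposited S1 Table could be read only in part and was not used.

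Fragments counted on unigenes came to 17494043 under normal feeding, 19529986 after fasting, 17020100 under cold stress and 17918349 under thermal stress. Shares of fragments or of unigenes have 95% Wilson intervals. For shares of fragments these cover counting error only, since reads from PCR are not independent molecules. For shares of unigenes they treat each called unigene as an independent draw. Contigs of the same cluster and unigenes with the same KEGG orthology number are not independent, so these intervals can be too narrow. A count of 0 allows 3 fragments, and a fold against a library with 3 fragments or fewer was computed against 3 and given as a lower limit. No fold was given where both libraries had 3 or fewer.

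Differential expression between the fasting and the normal feeding library was tested for each unigene with an exact two-sided binomial test on raw fragments, with the library totals as scaling. A unigene was called differentially expressed at an unadjusted p under 0.05 and an FPKM ratio of at least 2-fold, the criteria that the paper states. This test compares libraries and not conditions. The cold and thermal stress libraries were each compared with normal feeding in the same way. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

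KEGG orthology numbers were those of the authors' deposited annotation. Pathways were read from the authors' deposited tables of differentially expressed unigenes, directly for 6294 unigenes and through a shared KEGG orthology number for 6140. This leaves 10249 unigenes with a number out of the pathway counts, 3633 because their number appears in none of those tables and 6616 because the tables give no pathway for it. The background for pathways therefore holds only numbers that the authors found differentially expressed in some comparison. A pathway's median log2 ratio or its number of called unigenes was placed among 10000 random lists of unigenes with a pathway, matched in size and in 20 bins of mean expression. These percentiles are descriptions and not p-values.

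Genes were named by a rule set before the data were examined. It takes every gene of Table 2 by its unigene, every gene the paper names for the liver by KEGG orthology number, and the 5 called unigenes with the largest rise and the 5 with the largest fall among annotated unigenes with at least 10 fragments in each library. The numbers for part of the genes that the paper names by symbol alone were chosen after values were seen. No unigene carries the number of the bacterial-type enoyl-CoA hydratase echA, or that of CD36, and these genes have no value.

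Alternatives set before the data were examined were Benjamini-Hochberg adjusted p under 0.05 or at most 0.001, edgeR's TMM normalization, DESeq2's median-of-ratios size factors, library totals without digestive enzyme unigenes, a minimum of 10 fragments in a library, sums over contig clusters or over KEGG orthology numbers, and 0.5 fragments added to each library. Further alternatives put biological variation into edgeR's exact test, with an assumed coefficient of variation of 0.2 or 0.4, or with the dispersion estimated from the normal feeding, cold stress and thermal stress libraries taken as one group. That estimate, a coefficient of variation of 0.659 over all unigenes, includes the effects of stress and is therefore high. For the correlations between treatments the minimum was raised from 10 to 100 fragments in every library. A list of digestive enzymes without inhibitors was added after seeing the data.

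The test was checked on simulated data drawn from the library totals. With counting noise alone, 186 of 200 unigenes with a planted 4-fold change were called, and so were 1197 of 55445 unchanged unigenes (2.16%). With a biological coefficient of variation of 0.4 added, 166 of 200 were called, and 10998 of 55383 unchanged unigenes (19.9%) were called as well. A planted pathway list fell below the median log2 ratio and above the number of called unigenes of every random list.

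Marker lists for exocrine pancreas, hepatocytes, erythrocytes and skeletal muscle were written before the data were examined, from names in the best hits. The exocrine pancreas list, whose unigenes are called digestive enzyme unigenes here, also holds inhibitors whose names contain those of the enzymes. Lists for ovary, zygote arrest protein, vitellogenin, egg envelope, estrogen receptor alpha, seed storage protein and heat shock protein were written afterwards, as were the groups of unigenes with moth, annelid or plant best hits. Their results are in the closing section.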

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

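The tests of pancreatic tissue, of the share of liver cells, of maturing females, of moth and annelid reads and of differences between pools were chosen only after the result was seen, and so were the heat shock, seed storage, vitellogenin, egg envelope, estrogen receptor and zygote arrest lists and the division of the enzyme, muscle and heat shock lists. The correlations were at first read as due to the shared library, and abundant transcripts as argued against for the digestive enzymes, and these readings were changed after the values were seen. Every comparison here sets 1 library against 1 library, and a biological effect of fasting or stress stays open throughout.

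The paper does not report on the libraries from fish under cold and thermal stress. Against normal feeding, 19329 unigenes were differentially expressed under cold stress, 11604 higher and 7725 lower, and 14307 under thermal stress, 5338 higher and 8969 lower. The split between higher and lower unigenes depends on the scaling. Under cold stress 40.0% were lower with library totals, 52.5% with TMM normalization and 51.0% with median-of-ratios size factors. Under thermal stress the values were 62.7%, 51.2% and 52.0%. With 1 library per condition, differences between pools of fish cannot be told apart from effects of stress, because no replicate shows how far pools differ. Across 22152 unigenes with at least 10 fragments in every library, which are not independent replicates, the log2 ratios of the cold and thermal stress libraries had a Pearson correlation of 0.408 and a Spearman correlation of 0.376. The values were 0.156 and 0.140 for fasting and cold stress, and 0.250 and 0.227 for fasting and thermal stress. These ratios share the normal feeding library, and 20 simulations of unchanged libraries gave a mean Pearson correlation of 0.498 for cold and thermal stress, 0.514 for fasting and cold stress and 0.519 for fasting and thermal stress. With a biological coefficient of variation of 0.4 in the simulations, the Pearson values were 0.5002, 0.504 and 0.501. The observed values all lie under the simulated ones, so unchanged libraries would have given higher values. The simulations hold no treatment effect, and separate changes in each treatment lower a correlation. They therefore cannot decide whether the treatments are alike beyond what a shared library gives. How much of the correlations comes from the shared normal feeding library stays open as well. Summed heat shock proteins had a log2 ratio of 1.34 under thermal stress, -0.82 under cold stress and -0.93 after fasting. Without its GRP94 unigene (Unigene11365), with 81053 fragments under normal feeding and 12913 after fasting, the log2 ratios were 1.11, -0.36 and 0.08, so the sum depends on a few abundant unigenes that move apart. Of the 26 unigenes of the list, 12 were called lower and 1 higher after fasting. Within that list HSP90-beta (CL753.Contig3) rose after fasting from 35119 to 65537 fragments, and GRP78 (Unigene14075) had 19917 fragments under normal feeding, 728 after fasting, 723 under cold stress and 56077 under thermal stress.

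Digestive enzymes other than lipase are outside the genes that the paper discusses. The 83 unigenes of the exocrine pancreas list took 833054 fragments (4.76%) of the normal feeding library and 2215499 (11.3%) of the fasting library, with 6.38% under cold stress and 4.93% under thermal stress. Lipases and colipase are 6 of the 83, and the other 77 took 4.59% under normal feeding and 10.9% after fasting. Without inhibitors, a choice made after seeing the data, 53 unigenes took 4.16% and 10.3%. The most abundant, a trypsinogen (CL4294.Contig1), rose from 138655 to 471058 fragments. The log2 ratio of the sum was 1.25 with library totals, 1.37 with TMM normalization and 1.41 with median-of-ratios size factors. These scalings apply 1 factor to every unigene, so they do not test whether a few abundant transcripts taking more of the library had a part, and that stays open. A lower share of liver cells that raised every other cell type alike is argued against. Whether other cell types move together was not tested, so a lower share of liver cells otherwise stays open. The hepatocyte list, with 106 unigenes, fell (log2 ratio -0.86), but the erythrocyte list, with 10 unigenes, did not rise and had a log2 ratio of -0.45. The most abundant erythrocyte unigene, a beta globin, had 2197 and 2127 fragments. The skeletal muscle list, with 7 unigenes, decides nothing. Its log2 ratio was -0.64, and 0.99 without its most abundant unigene, a troponin T with 448 and 122 fragments, while a troponin I had 15 and 149. More pancreatic tissue in the fasting library stays open. Of 43 unigenes of the list with at least 1000 fragments under normal feeding, 32 were higher after fasting (74.4%) and 3 of the others were called lower. That share lies just under the limit of 75% set for counting against this explanation, but its 95% Wilson interval, 59.8 to 85.1%, reaches past the limit, and the use of the interval was decided after the share was seen. The list holds inhibitors as well as enzymes, and without inhibitors 26 of 35 such unigenes were higher. All 21 unigenes of the list with at least 10000 fragments, 17 of them not inhibitors, were higher, by 0.19 to 2.12 on the log2 scale, a count that was also chosen after seeing the data. Pancreas may therefore have been sampled with the liver to a larger extent in the fasting library, and a change in enzyme expression cannot be told apart from it, because the members of the list go both ways and only 1 library was made. Of the 83 unigenes, 79 also had fragments in the normal feeding library, none is in the hepatocyte, erythrocyte or muscle list and none is in Table 2.

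Vitellogenin and egg envelope proteins are also outside the genes that the paper discusses. Their 12 unigenes had 777 fragments in the normal feeding library (0.00444%), 285715 in the fasting library (1.46%), 241 under cold stress and 4413 under thermal stress, and all 12 were called higher after fasting. Vitellogenin, on 7 unigenes, had 8 fragments under normal feeding and 131975 after fasting, and the egg envelope proteins, on 5 unigenes, had 769 and 153740. The most abundant were a chorion protein (Unigene1132), with 605 and 81286 fragments, and a vitellogenin Ab (Unigene40354), with 1 and 44708. Estrogen receptor alpha had 28 fragments under normal feeding, 758 after fasting, 17 under cold stress and 1277 under thermal stress. Reads shared with other unigenes are argued against, since 41.1% of the reads placed on the 12 unigenes in the fasting library fitted more than 1 place and the rest fitted 1 place. Ovary tissue in the fasting library stays open. The ovary list had a log2 ratio of 0.26, but its largest members were RNA helicases of another family whose names match the list. Its zygote arrest protein, chosen after seeing the data, had 2 fragments under normal feeding and 121 after fasting. It also had 29 under thermal stress and 25 under cold stress, where the egg proteins had fewer fragments than under normal feeding. Maturing females among the fasting fish also stay open, since the sex of the fish is not in the paper's text and there is 1 library per condition. Either could raise these proteins, and neither can be told apart from an effect of fasting because the sex and maturity of each pool are not known.

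Some unigenes have best hits in moths or butterflies, which the paper does not report on. Of 90 such unigenes with at least 10 fragments in all libraries together, 83 (92.2%) had over 90% of their fragments in the normal feeding library, and these 83 held 2570 fragments. Among all unigenes with at least 10 fragments the share with over 90% in 1 library was 2.46%. This pattern is consistent with reads from another organism in the normal feeding library, a hypothesis found and tested on the same data. For best hits in earthworms or other annelids, 27 of 47 unigenes (57.4%) had over 90% of their fragments in 1 library, 20 of them in the normal feeding library with 861 fragments. That share lies between what another organism and an even spread would give, so the annelid hits could mix both, and the explanation stays open for them. No biological explanation was tested for either group. The fragments of both groups are few beside the library total and bear on the PEPCK unigene of Table 2, whose best hit is an annelid protein.

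Unigenes with the best hits storage protein or vicilin, which are proteins of plant seeds, are outside the genes that the paper discusses too. The 13 such unigenes held 2486 fragments in the fasting library, 1 in the normal feeding library, 0 under cold stress and 2 under thermal stress, and the most abundant (CL785.Contig5) had 643 fragments, all in the fasting library. Reads from another organism in the fasting library stay open as a candidate explanation. The test looked for other unigenes with a plant best hit, and 0 were found in Swiss-Prot. It had been run on the Nr best hits at the start, where none was found either, and the change of database was made after seeing that. With no other plant hit in these annotations, the test could not come out in favour of the explanation, and no biological explanation was tested.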

How the results depend on the processing

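Unless stated otherwise, the alternatives below were chosen before the data were examined, and the cause of a change was not tested. No paired analysis was possible because there is 1 library per condition and no fish was measured in both.

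The counts of differentially expressed unigenes depend most on the threshold and on the variation allowed for. At a Benjamini-Hochberg adjusted p of at most 0.001 there were 7501 unigenes, 2463 higher and 5038 lower in the fasting library, and the stress libraries gave 9239 under cold and 5265 under thermal stress. Under that threshold 89.2% of the unigenes in protein processing in the endoplasmic reticulum were lower. These counts fell because the threshold is stricter. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test there were 6225 unigenes, 2618 higher and 3607 lower, and 21 of the 32 genes of Table 2 were called. The dispersion estimated from the normal feeding, cold stress and thermal stress libraries taken as one group left 1356 unigenes, 231 higher and 1125 lower. It also left 15 pathways of Table 1 at or above the 95th percentile and 12 genes of Table 2. Both of these settings make fewer calls by construction, since they add variation to the counting error. The remaining alternatives gave between 13641 (assumed coefficient of variation of 0.2) and 17073 unigenes (library totals without digestive enzyme unigenes).

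With that borrowed dispersion the share of lower unigenes per pathway was 45.5% in glycolysis/gluconeogenesis, 60% in pyruvate metabolism, 70% in fat digestion and absorption, 93.1% in protein processing in the endoplasmic reticulum, 60% in fatty acid metabolism, 66.7% in valine, leucine and isoleucine degradation and 88.9% in arginine and proline metabolism. Between 5 and 29 unigenes per pathway were left to compute these shares from. When fragments were summed over all unigenes with the same KEGG orthology number, the share was 52.9% in glycolysis/gluconeogenesis, 33.3% in fat digestion and absorption, 96.7% in protein processing in the endoplasmic reticulum and 57.1% in valine, leucine and isoleucine degradation, and 21 genes of Table 2 were called in the same direction. Shares that crossed 50% within their interval were those of arginine and proline metabolism (46.4% with TMM normalization or without digestive enzyme unigenes, 43.4% with median-of-ratios size factors), pyruvate metabolism (53.5% over contig clusters, 53.8% over KEGG orthology numbers), fatty acid metabolism (51.4% over contig clusters) and fat digestion and absorption (51.4% with the coefficient of variation of 0.4). In protein export every called unigene was lower under each of the 11 alternatives, with 5 unigenes at the fewest. The share of lower unigenes in the citrate cycle stayed between 63.2% and 80.0%.

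Some single genes changed direction. Summed over KEGG orthology numbers, FBP had a log2 ratio of 0.66 and DLST of -0.073, because other unigenes with the same number moved the other way. The log2 ratio of ApoB (KEGG number sum) changed sign to 0.10 with TMM normalization, 0.14 with median-of-ratios size factors and 0.084 with library totals without digestive enzyme unigenes, and the log2 ratio of HADHA (KEGG number sum) to 0.079, 0.12 and 0.062. These scalings raise the log2 ratio of every unigene by 0.12, 0.16 and 0.10. Of the 55 genes given by KEGG orthology number, 28 were called, 5 with the coefficient of variation of 0.4 and 8 with the borrowed dispersion.

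With at least 100 fragments in every library, the correlations across unigenes were 0.139 (Pearson) and 0.116 (Spearman) for fasting and cold stress, and 0.276 and 0.267 for fasting and thermal stress. Their signs did not change. The remaining results, single genes and counts by annotation or pathway, gave 98 values that moved, 93 that were no longer past the threshold, 3 that passed it and 1208 that did neither. The list of digestive enzymes without inhibitors, chosen after seeing the data, gave a log2 ratio of the library share of 1.31 in place of 1.25.

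The depth limits genes with few fragments. FABP2, G6PC, PEPCK and HK of Table 2 had 3 fragments or fewer in a library, and 9416 unigenes in the fasting library and 10599 in the normal feeding library had 3 or fewer. In simulated libraries with a biological coefficient of variation of 0.4, 19.9% of unchanged unigenes passed the criteria, so that the counts under counting error alone cannot separate fasting from variation between pools.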

Differences from the paper's values

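The paper reports 7623 differentially expressed genes, and 17383 unigenes met the stated criteria here. The paper's count of upregulated genes is 2500 against 7186 here, and that of downregulated genes is 5123 against 10197. Among the alternatives set before the data were examined, a Benjamini-Hochberg adjusted p of at most 0.001 (7501, 2463 higher and 5038 lower) and an assumed biological coefficient of variation of 0.4 (6225, 2618 and 3607) gave counts within 1.5-fold of the paper's. An adjusted p under 0.05, TMM normalization, median-of-ratios size factors, library totals without digestive enzyme unigenes, a minimum of 10 fragments, contig clusters, a coefficient of variation of 0.2 and the borrowed dispersion did not. The 7623 unigenes of the authors' deposited table were all called here in the same direction, and all 7501 unigenes at an adjusted p of at most 0.001 are in it. The highest FDR in the authors' deposited table is 0.00099, while the paper states P < 0.05.

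For called unigenes with a GO term, the paper classifies 8487 genes, 2937 in biological process, 2699 in cellular component and 2851 in molecular function, and for called unigenes with a KEGG orthology number it gives 4049 genes. The counts here were 14600, 5031, 4624, 4945 and 7027. All 5 came within 1.5-fold of the paper's with an adjusted p under 0.05 (12502, 4316, 3958, 4228 and 5997), with an adjusted p of at most 0.001 (8392, 2906, 2668, 2818 and 4005), over contig clusters (11985, 4120, 3836, 4029 and 5709) and with a coefficient of variation of 0.2 (12110, 4178, 3836, 4096 and 5822). TMM normalization, median-of-ratios size factors, library totals without digestive enzyme unigenes, a minimum of 10 fragments, a coefficient of variation of 0.4 and the borrowed dispersion did not close these gaps. For nicotinate and nicotinamide metabolism Table 1 of the paper gives 27 genes against 43 unigenes here. The same 4 alternatives (39, 27, 35 and 36) and a coefficient of variation of 0.4 (20) came within 1.5-fold, and TMM normalization, median-of-ratios size factors, library totals without digestive enzyme unigenes, a minimum of 10 fragments and the borrowed dispersion did not.

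In protein processing in the endoplasmic reticulum the paper reports 44 downregulated genes, and 78 KEGG orthology numbers had lower unigenes only here. With a coefficient of variation of 0.4 there were 38, and no other alternative set before the data were examined closed the gap. In fat digestion and absorption the paper's 4 upregulated and 3 downregulated genes compare with 7 and 5 numbers here. The count of 7 became 4 with a coefficient of variation of 0.4 and stayed apart under the other alternatives. The count of 5 became 4 with TMM normalization, median-of-ratios size factors and library totals without digestive enzyme unigenes, and stayed apart under the others.

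The paper's clean reads, beside reads in fragments counted on unigenes, are 52848276 for normal feeding and 54933550 for fasting. At 2 reads per fragment, a scale applied after the values were seen to differ, the fragments counted on unigenes hold 34988086 and 39059972 reads, and only the normal feeding pair is more than 1.5-fold apart. Reads that were not placed on unigenes are not in the counts, and no alternative applies to them.

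The values that Table 2 of the paper heads as fold change match log2 ratios here. For NPC1L1 the log2 ratio was 2.40 and the last decimal of the paper's value is lower by 1, a gap that was taken as rounding after the values were seen. For ACO the log2 ratio was -1.34, and the last decimal of the paper's value differs by 1 as well. For FABP2, G6PC, HK and PEPCK the paper's values are -14.17, -5.11, 11.42 and -11.58, and the limits here are -6.32, -3.53, 2.26 and -3.27 on the log2 scale.

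Some directions differ. The paper states that every annotated unigene of protein processing in the endoplasmic reticulum was downregulated, and 35 of the 204 called here were higher. It lists SEC61α among the genes that fell, and the sum over its 4 unigenes had a log2 ratio of 0.69. The paper states that nearly all genes of fatty acid metabolism rose, and 21 of the 53 called unigenes were lower. It names HADH among the genes that rose, and its log2 ratio was -0.16. For amino acid catabolism the paper states that most genes rose, and 29 of 56 called unigenes in arginine and proline metabolism were lower. In valine, leucine and isoleucine degradation, which the statement also covers, 27 called unigenes were higher and 19 lower. Sums over the KEGG orthology numbers of that pathway gave 6 higher and 8 lower. With TMM normalization, median-of-ratios size factors or library totals without digestive enzyme unigenes, fewer of the called unigenes in arginine and proline metabolism were lower than higher.

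In its comparison of liver with muscle, which rests on measurements not analysed here, the paper places MGAT among the genes that fell in the liver, whereas both MGAT numbers rose here, with log2 ratios of 0.96 and 1.02. The paper names ApoB-I among the genes that rose, and apolipoprotein B had a log2 ratio of -0.02 while apolipoprotein A-I had 1.31. Of the 6 apolipoprotein B unigenes in that sum, 1 was called higher and 3 were called lower. For NPC1L1, LDH, SDHA, FBP and DLST the unigenes of Table 2 moved as the paper states. The KEGG orthology numbers of NPC1L1, LDH and the SDHA subunit themselves gave -0.42, 0.19 and 0.03, and the sums over the numbers of FBP and DLST gave 0.66 and -0.07.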

Other observations

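Library totals without the digestive enzyme unigenes were an alternative set before the data were examined. Their use as a test of an explanation was chosen only after the result was seen. So were the test without unigenes holding over 0.1% of the fragments and the reading of the test with TMM normalization.

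More of the differentially expressed unigenes were lower than higher in the fasting library, 58.7% with library totals. Unigenes that hold over 0.1% of the fragments are argued against as the whole cause. There were 184 of them, with 63.3% of the normal feeding and 65.9% of the fasting library. Without them in the totals 53.3% of the called unigenes were lower, with an interval above 50% that treats unigenes as independent draws. The digestive enzyme unigenes are argued against in the same way, with 53.5%. Unigene length is argued against, since 55.4% were lower among the shorter and 61.5% among the longer unigenes. GC content stays open, since among unigenes over the median GC content 49.9% were lower (95% Wilson interval 48.8 to 51.0%) and among the others 66.0%. The excess of lower unigenes may therefore come with low GC content, whether through the library preparation or through the genes themselves. Abundant transcripts in general cannot be told apart from a broad fall by scaling. With TMM normalization 52.9% were lower and with median-of-ratios size factors 49.3%, which lies in the range set for abundant transcripts as the cause, but these scalings centre the ratios and so draw the share toward an even split. An effect of fasting on many transcripts stays open as well.

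The APOA1 unigene of Table 2, CL1084.Contig1, had a log2 ratio of 4.26, and the other contig of its cluster, CL1084.Contig2, had 0.41. Reads that fit both contigs are argued against as the cause of this difference, since reads that fit 1 place gave log2 ratios of 4.39 and 0.44. For CL1084.Contig1, reads that fit 1 place numbered 45607 under normal feeding and 1067466 after fasting, beside 25230 and 539304 counted fragments. At 2 reads per fragment, most counted reads may already fit 1 place, so this test may nearly repeat the counts. Variants of the gene that differ between the pools of fish were not tested.

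The stress libraries were compared with normal feeding for the 9 pathways as well, and percentiles are those among matched random lists. Under thermal stress the median log2 ratio was -0.67 in the citrate cycle (percentile 0.01), -0.81 in valine, leucine and isoleucine degradation (0), -0.53 in fatty acid metabolism (0.03), -0.49 in pyruvate metabolism (0.21), -0.45 in fat digestion and absorption (0.28) and -0.32 in protein export (12.1). It was 0.19 in glycolysis/gluconeogenesis (99.96), -0.03 in protein processing in the endoplasmic reticulum (99.1) and -0.03 in arginine and proline metabolism (84.5). Under cold stress it was -0.09 in the citrate cycle (2.33), -0.36 in valine, leucine and isoleucine degradation (0), 0.06 in fatty acid metabolism (10.2), -0.12 in pyruvate metabolism (0.87), 0.30 in fat digestion and absorption (77.8) and -0.40 in protein export (0.13). It was 0.18 in glycolysis/gluconeogenesis (41.7), 0.14 in protein processing in the endoplasmic reticulum (6.88) and -0.19 in arginine and proline metabolism (0.06). The typical median of the random lists was above 0 under cold stress and below 0 under thermal stress.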
